# PGE_2_ limits effector expansion of tumour-infiltrating stem-like CD8^+^ T cells

**DOI:** 10.1038/s41586-024-07254-x

**Published:** 2024-04-24

**Authors:** Sebastian B. Lacher, Janina Dörr, Gustavo P. de Almeida, Julian Hönninger, Felix Bayerl, Anna Hirschberger, Anna-Marie Pedde, Philippa Meiser, Lukas Ramsauer, Thomas J. Rudolph, Nadine Spranger, Matteo Morotti, Alizee J. Grimm, Sebastian Jarosch, Arman Oner, Lisa Gregor, Stefanie Lesch, Stefanos Michaelides, Luisa Fertig, Daria Briukhovetska, Lina Majed, Sophia Stock, Dirk H. Busch, Veit R. Buchholz, Percy A. Knolle, Dietmar Zehn, Denarda Dangaj Laniti, Sebastian Kobold, Jan P. Böttcher

**Keywords:** Tumour immunology, Cancer microenvironment, Immunotherapy

## Abstract

Cancer-specific TCF1^+^ stem-like CD8^+^ T cells can drive protective anticancer immunity through expansion and effector cell differentiation^1–4^; however, this response is dysfunctional in tumours. Current cancer immunotherapies^2,5–9^ can promote anticancer responses through TCF1^+^ stem-like CD8^+^ T cells in some but not all patients. This variation points towards currently ill-defined mechanisms that limit TCF1^+^CD8^+^ T cell-mediated anticancer immunity. Here we demonstrate that tumour-derived prostaglandin E2 (PGE_2_) restricts the proliferative expansion and effector differentiation of TCF1^+^CD8^+^ T cells within tumours, which promotes cancer immune escape. PGE_2_ does not affect the priming of TCF1^+^CD8^+^ T cells in draining lymph nodes. PGE_2_ acts through EP_2_ and EP_4_ (EP_2_/EP_4_) receptor signalling in CD8^+^ T cells to limit the intratumoural generation of early and late effector T cell populations that originate from TCF1^+^ tumour-infiltrating CD8^+^ T lymphocytes (TILs). Ablation of EP_2_/EP_4_ signalling in cancer-specific CD8^+^ T cells rescues their expansion and effector differentiation within tumours and leads to tumour elimination in multiple mouse cancer models. Mechanistically, suppression of the interleukin-2 (IL-2) signalling pathway underlies the PGE_2_-mediated inhibition of TCF1^+^ TIL responses. Altogether, we uncover a key mechanism that restricts the IL-2 responsiveness of TCF1^+^ TILs and prevents anticancer T cell responses that originate from these cells. This study identifies the PGE_2_–EP_2_/EP_4_ axis as a molecular target to restore IL-2 responsiveness in anticancer TILs to achieve cancer immune control.

## Abstract (web summary)

Tumour-derived prostaglandin E_2_, signaling through its receptors EP_2_ and EP_4_, is shown to restrain the responses of tumour-infiltrating stem-like TCF1^+^CD8^+^ T lymphocytes, and modulation of T cell EP_2_ and EP_4_ can restore anticancer immunity.

## Main

Increased production of the bioactive lipid PGE_2_ downstream of aberrant cyclooxygenase 1 (COX1; encoded by *Ptgs1*) and COX2 (encoded by *Ptgs2*) activity is observed in many human tumours and is associated with cancer progression and poor patient survival^10–13^. Studies using preclinical mouse cancer models have demonstrated that tumour-derived PGE_2_ has an important role in tumour escape from anticancer immunity^14,15^. PGE_2_ signalling is mediated by four G protein-coupled receptors that are broadly expressed on various immune cell populations, EP_1_, EP_2_, EP_3_ and EP_4_ (encoded by *PTGER1*, *PTGER2*, *PTGER3* and *PTGER4*, respectively), of which signalling through EP_2_/EP_4_ can suppress immune cell function^16^. Previous studies have implicated a role for PGE_2_ in the regulation of T cell biology and function^17–20^; however, the impact of PGE_2_ on TCF1^+^CD8^+^ T cells and their ability to mount protective anticancer responses remains unclear.

## The PGE_2_–EP_2_/EP_4_ axis controls anticancer CD8^+^ T cell responses

To determine the role of PGE_2_ in tumour escape from anticancer T cell responses, we generated *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice in which Cre recombinase activity induces the deletion of EP_4_ in CD4^+^ and CD8^+^ T cells on a global EP_2_-deficient background. We also generated additional control mice that lack only EP_2_ (*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice), which enabled the testing of possible effects of global EP_2_ deficiency. T cell profiling in *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice compared with C57BL/6 wild-type (WT) mice revealed normal CD4^+^ and CD8^+^ T cell abundance and subset composition in lymphoid organs (Extended Data Fig. 1a–g). Unaltered T cell composition was similarly observed in *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice, which lack EP_2_ and EP_4_ in CD8^+^ T cells expressing granzyme B (GZMB) (Extended Data Fig. 1a–g). Notably, after tumour challenge, *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice exhibited improved tumour immune control, and fully rejected tumours formed by immune-evasive, PGE_2_-producing (control) BRAF^V600E^ melanoma cells (Fig. 1a and Extended Data Fig. 2a). This was not the case for *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and WT mice, in which control BRAF^V600E^ tumours progressively grew (Fig. 1a and Extended Data Fig. 2a). We further validated that BRAF^V600E^ melanoma depended on tumour-derived PGE_2_ to evade anticancer immunity by demonstrating that COX-deficient *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^ melanoma, which lacks PGE_2_ production, failed to escape immune control (Fig. 1a and Extended Data Fig. 2a). We also confirmed that this effect is mediated by CD8^+^ T cells^14^ (Extended Data Fig. 2b). Extending our analysis to other mouse tumour models, tumours formed by Panc02 pancreatic cancer cells similarly exhibited complete regression in *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice but not in *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ or WT mice (Fig. 1b and Extended Data Fig. 2c). Similar results were observed for tumours derived from MC38 colorectal cancer cells (Extended Data Fig. 2d,e).

**Fig. 1:**
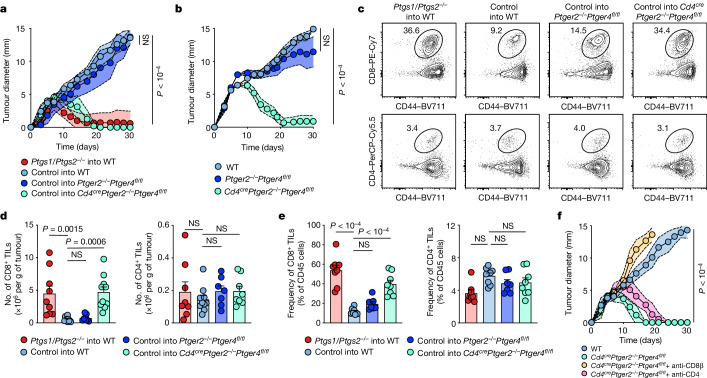
EP_2_/EP_4_ deficiency permits CD8^+^ T cell-mediated tumour immune control. **a**, Tumour growth profiles of 2 × 10^5^ *Ptgs1/Ptgs2*^*−/−*^ or control BRAF^V600E^ melanoma cells transplanted into WT mice, *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (*n* = 10 each). **b**, Growth profiles of 2 × 10^6^ Panc02 cells transplanted into WT mice, *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (*n* = 8 each). **c**–**e**, WT mice, *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice were subcutaneously (s.c.) injected with 2 × 10^6^ control or *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^ cells and TILs were analysed 11 days later by flow cytometry. **c**, Plots showing the frequencies of CD8^+^ and CD4^+^ TILs among CD45^+^ immune cells and expression of the activation marker CD44. **d**, Quantification of TIL numbers (CD8^+^ TILs: *Ptgs1/Ptgs2*^*−/−*^ into WT, *n* = 9; control into WT, *n* = 10; control into *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^, *n* = 7; control into *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^, *n* = 10; CD4^+^ TILs: *Ptgs1/Ptgs2*^*−/−*^ into WT, *n* = 8; control into WT, *n* = 10; control into *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^; *n* = 7; control into *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^, *n* = 8). **e**, TIL frequencies (*Ptgs1/Ptgs2*^*−/−*^ into WT, *n* = 8; control into WT, *n* = 8; control into *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^, *n* = 7; control into *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^, *n* = 8). **f**, Effect of CD8^+^ and CD4^+^ T cell depletion on control BRAF^V600E^ tumour growth in *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (*Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^, *n* = 8; WT, *n* = 9). Data in **a**, **b** and **d**–**f** are pooled from two (**b**,**f**) or three (**a**,**d**,**e**) independent experiments and depicted as the mean ± s.e.m. Plots in **c** show data for 1 tumour representative of *n* = 7 tumours from 2 independent experiments. *P* values are from two-way analysis of variance (ANOVA) with Bonferroni’s correction for multiple testing (**a**,**b**,**f**) or one-way ANOVA with Dunnett’s multiple-comparison test (**d**,**e**). NS, not significant (*P* ≥ 0.05). Source Data

Immune control of control BRAF^V600E^ melanoma tumours in *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice was linked to markedly increased CD8^+^ TIL accumulation (Fig. 1c–e). By contrast, no substantial differences were observed for CD4^+^ TILs (Fig. 1c–e). This result suggests that although PGE_2_–EP_2_/EP_4_ signalling may affect CD4^+^ T cell function, these cells, at least in BRAF^V600E^ tumours, do not have a major role in immune escape. Consistently, antibody-mediated T cell depletion confirmed the relevance of CD8^+^ but not CD4^+^ T cells for immune control of PGE_2_-producing BRAF^V600E^ tumours in *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (Fig. 1f). Taken together, these data suggest that EP_2_/EP_4_ signalling controls the accumulation of CD8^+^ TILs in PGE_2_-producing tumours and that this is important for cancer immune evasion.

## PGE_2_ does not affect CD8^+^ T cell priming

Priming of anticancer CD8^+^ T cells in tumour-draining lymph nodes (tdLNs) by type 1 conventional dendritic cells (cDC1s) that transport tumour antigens to tdLNs is thought to underlie anticancer CD8^+^ T cell responses^21,22^. To test whether PGE_2_ impairs cDC1-mediated CD8^+^ T cell priming, we injected WT mice with PGE_2_-producing control or PGE_2_-deficient *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^ melanoma cells engineered to express the model antigen ovalbumin (OVA). We then determined the presence of migratory CD103^+^ cDC1 cross-presenting OVA-derived peptides on major histocompatibility complex (MHC) class I molecules in tdLNs (Extended Data Fig. 3a). Migratory cDC1s in both models cross-presented tumour-derived OVA protein with similar efficiency, as determined by staining for OVA(257–264) (SIINFEKL) peptide loading of the MHC class I molecule H-2K^b^ (Extended Data Fig. 3b,c). To further examine T cell priming, we adoptively transferred naive CD8^+^ OT-I T cells (Extended Data Fig. 3d), which express a transgenic T cell receptor (TCR) specific for OVA, into mice subsequently transplanted with BRAF^V600E^-OVA tumours. Naive (CD44^low^) OT-I T cells efficiently expanded into CD44^+^TCF1^+^ OT-I T cells within tdLNs in both groups (Extended Data Fig. 3e,f). This result demonstrates that T cell priming is unaffected. Consistent with these data, we did not detect substantial PGE_2_ levels in tdLNs from control BRAF^V600E^ tumours or in other distant organs (Extended Data Fig. 3g). Moreover, progressive outgrowth of control BRAF^V600E^ tumours and efficient immune control of *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^ tumours was unchanged following tumour transplantation to the same lymph drainage site (Extended Data Fig. 3h). These findings imply that an anticancer CD8^+^ T cell response initiated in the shared tdLN achieves effective elimination of the PGE_2_-deficient tumour but nevertheless fails in the co-transplanted PGE_2_-producing tumour. Taken together, these data demonstrate that PGE_2_ controls anticancer CD8^+^ T cell responses locally within tumour tissue, which raises the question of how it affects CD8^+^ TILs.

## PGE_2_ controls CD8^+^ TIL effector expansion

CD8^+^ TILs are heterogenous and comprise at least two phenotypically and functionally distinct populations: (1) proliferation and differentiation competent TCF1^+^ cells that lack cytotoxic effector functions (often referred to as ‘stem-like’ or ‘precursor of exhausted’ T cells); and (2) TIM-3^+^(TCF1^−^) cells that encompass more differentiated effector and terminally differentiated or exhausted T cells. TCF1^+^CD8^+^ T cells fulfil an essential role in anticancer immunity by giving rise to TIM-3^+^ progeny through proliferative expansion and effector differentiation^2,5,8,9^. This process is pivotal for anticancer immunity that at least in part occurs locally within tumour tissue^1–3^.

Our results raised the question of whether interference with effector differentiation of TCF1^+^CD8^+^ TILs underlies the PGE_2_-mediated impairment of anticancer immunity. To address this issue across the single-cell landscape of CD8^+^ TILs, we performed parallel single-cell RNA sequencing (scRNA-seq) and single-cell TCR sequencing (scTCR-seq) of CD8^+^ TILs sorted from BRAF^V600E^ tumours at day 11 after tumour transplantation into *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (as control) (Fig. 2a and Extended Data Fig. 4a). We also included *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (Fig. 2a), reasoning that this would enable us to determine the impact of EP_2_/EP_4_-mediated PGE_2_ signalling on those CD8^+^ T cells undergoing effector differentiation within tumour tissue. We further included four biological replicates in each group to ensure that heterogeneity among individual tumours is reflected in our analysis. scRNA-seq analysis revealed eight TIL clusters (Fig. 2b) that all expressed *Pdcd1* (which encodes PD-1), the activation marker *Cd44* and the transcription factor (TF) *Tox* (Extended Data Fig. 4b), a result consistent with their activation history. Of note, CD8^+^ TILs displayed equally high protein expression of CD44, TOX and PD-1 that did not differ among cells isolated from tumours in *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice, *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (Extended Data Fig. 4c).

**Fig. 2:**
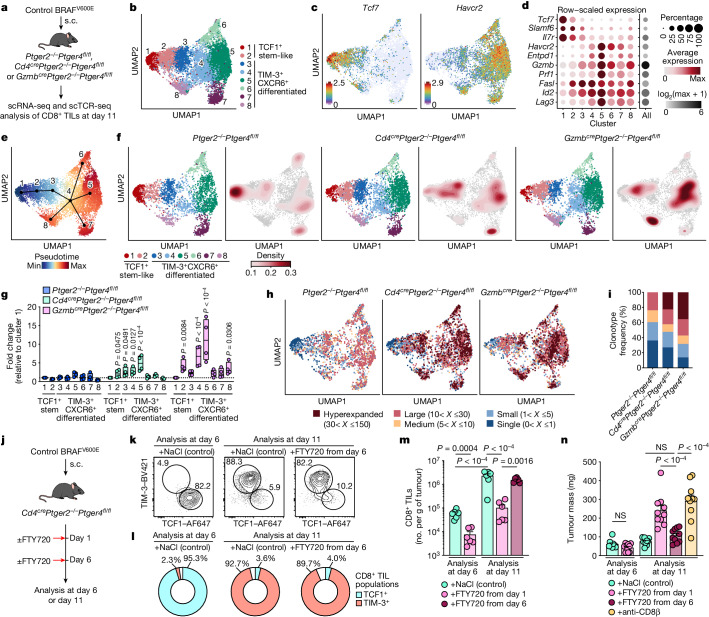
Ablation of T cell-intrinsic EP_2_/EP_4_ signalling rescues CD8^+^ T cell expansion and effector differentiation in PGE_2_-producing tumours. **a**–**g**, scRNA-seq analyses of CD8^+^ TILs in control BRAF^V600E^ tumours from *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice, *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Gzmb*^*ce*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (*n* = 4 each). **a**, Experimental design. **b**, Uniform manifold approximation and projection (UMAP) plot of 12,516 CD8^+^ TILs coloured according to cluster classification. **c**, Visualization of *Tcf7* and *Havcr2* transcript levels. **d**, PCPT plot showing expression levels of selected genes. **e**, Developmental trajectory prediction by unsupervised slingshot analysis. **f**,**g**, Comparison of CD8^+^ TIL clusters among *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice, *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice. **f**, Density analysis. **g**, Quantification relative to cluster 1 (*n* = 4 each). **h**,**i**, scTCR-seq analyses of CD8^+^ TILs from *n* = 3 tumours for each group. **h**, UMAP visualizations of T cell clonotype distribution. **i**, Quantification of T cell clonotype frequency. **j**–**n**, TIM-3^+^ effector CD8^+^ T cell differentiation in tumour tissue. *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice bearing control BRAF^V600E^ tumours were injected with FTY720 or NaCl as control. **j**, Experimental design. **k**, Representative flow cytometry plots showing TCF1 and TIM-3 expression among CD44^+^CD8^+^ TILs. **l**, Average percentages of CD8^+^ TIL populations across *n* = 6 tumours. **m**, Quantification of CD8^+^ TIL numbers (*n* = 6). **n**, Analysis of tumour mass (*n* = 10). Anti-CD8β, antibody-mediated CD8^+^ T cell depletion in the absence of FTY720 treatment. Data in **a**–**h** are from one experiment. Data in **g** are depicted as box plots extending from the 25th to 75th percentiles with the median as the centre and the whiskers corresponding to the minimum and maximum values. Data in **k–n** are pooled from two (**k**,**l**,**m**) or three (**n**) independent experiments and depicted as the mean ± s.e.m. *P* values are from two-way ANOVA with Bonferroni’s correction for multiple testing (**g**) or one-way ANOVA with Tukey’s multiple-comparison test (**m**,**n**). Plots in **k** show data for 1 tumour representative for *n* = 6 tumours from 2 independent experiments. Source Data

In our concatenated scRNA-seq data, TIL clusters 1 and 2 shared high expression of stem-like T cell markers such as *Tcf7* (which encodes TCF1), *Slamf6* and *Il7r* (Fig. 2c,d and Extended Data Fig. 4d). Of note, both of these clusters displayed markedly higher expression of gene signatures of memory or tumour-reactive T cells than signatures for naive T cells (Extended Data Fig. 4e,f), which indicated that at least a substantial fraction of these cells is antigen-experienced. TCF1^+^ TILs in cluster 1 displayed enriched expression of *Sell* (which encodes CD62L), *Ccr7* and *Bach2* (Extended Data Fig. 4d,g,h). By contrast, TCF1^+^ TILs in cluster 2 lacked *Sell* but showed expression of markers associated with effector function (such as *Gzmb*, *Gzmk* and *Fasl*) and migration (*S1pr1*, *Itga4*, *Gpr183*, *Itgb1*, *Cxcr3* and *Ier2*) (Fig. 2d and Extended Data Fig. 4d,g,h), which indicated their incipient effector differentiation. Consistently, CD62L^−^TCF1^+^ TILs but not CD62L^+^TCF1^+^ TILs stained positive for intracellular GZMB protein (Extended Data Fig. 4i), although GZMB expression in these cells was low both in terms of frequency of GZMB^+^ cells and total GZMB levels. The remaining scRNA-seq clusters (clusters 3–8) lacked *Tcf7* expression and, in addition to *Gzmb*, shared expression of genes associated with T cell differentiation and effector function, including *Havcr2* (which encodes TIM-3) and high expression of the chemokine receptor *Cxcr6* (Fig. 2c,d and Extended Data Fig. 4g,h), which identified them as more differentiated early and/or terminally differentiated TIL populations. We confirmed co-expression of TIM-3 and CXCR6 at the protein level (Extended Data Fig. 4j) and used both molecules as overarching markers to collectively denote (TCF1^*−*^) effector TILs. Among the different clusters of TIM-3^+^CXCR6^+^ TILs, clusters 3 and 4 were marked by high expression of molecules associated with early effector-like cells; for example, *Cx3cr1* (refs. ^23,24^) in cluster 3 and *Cd7* (ref. ^25^) in cluster 4 (Extended Data Fig. 4d,h). By contrast, clusters 5–8 displayed increased expression of cytotoxic effector molecules and immune-inhibitory receptors (Fig. 2d and Extended Data Fig. 4h), but were distinguished by differential expression of cytokines (for example, *Ifng* and *Tnf*), molecules associated with growth arrest and DNA repair (*Apex1* and *Gadd45b*) and type I interferon signalling (*Isg15*, *Ifit1* and *Ifit3*) (Extended Data Fig. 4d,h). Notably, in contrast to tumour tissue, we did not detect any GZMB^+^ cells among activated CD44^+^CD8^+^ T cells in tdLNs or spleen of tumour-bearing mice (Extended Data Fig. 4k). This result supports the notion that effector differentiation of anticancer CD8^+^ T cells occurs within tumour tissue. Unsupervised slingshot analysis of our TIL scRNA-seq data uncovered a tree-shaped developmental trajectory that begins with TCF1^+^ cells and progresses over CX_3_CR1^hi^TIM-3^+^ effector cells into CD7^hi^TIM-3^+^ effector cells, from which it branches off into distinct terminally differentiated T cell populations (Fig. 2e). Together, these results indicate a progressive trajectory for TIL differentiation within tumours that originates from TCF1^+^ TILs and follows a unidirectional path of effector differentiation before ending in multiple smaller branches of terminally differentiated TIL populations.

To assess the impact of PGE_2_–EP_2_/EP_4_ signalling on the landscape of CD8^+^ TILs, we separated our scRNA-seq data on the basis of recipient mouse groups. Density analysis revealed a prominent shift towards early effector (clusters 3 and 4) and terminally differentiated TIL populations (cluster 5) in both *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice compared with *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (Fig. 2f). We therefore quantified the frequencies TIL populations across all replicates. *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice lacked expansion of any differentiating effector TIL populations (Fig. 2g). By contrast, in *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice, we detected elevated frequencies of early and late effector TIL populations that further increased progressively along the common trajectory of effector differentiation (clusters 2–5; Fig. 2g). This pattern was similarly observed for *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (Fig. 2g), in which TIL expansion was even more prominent, which probably reflects additional favourable activity of intratumoural GZMB^+^ natural killer cells^15^. Enhanced TIL expansion in *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice correlated with the fact that TCF1^+^ and TIM-3^+^CXCR6^+^ TILs in both models had lost *Ptger2* and *Ptger4* expression (Extended Data Fig. 5a–d). Consistent with the notion that intratumoural effector differentiation causes the loss of EP_4_ in TCF1^+^ TILs in *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice, *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/f*^ TCF1^+^CD8^+^ T cells generated in vitro displayed efficient *Ptger4* ablation in an effector differentiation assay (Extended Data Fig. 5e,f). In line with enhanced TIL expansion, expression of a proliferation signature in effector TIL populations from *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice was higher than from *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (Extended Data Fig. 5g). Consistently, EP_2_/EP_4_-deficient TCF1^+^ TILs and their TIM-3^+^ progeny displayed increased expression of the proliferation marker Ki-67 (Extended Data Fig. 5h). However, we did not detect a substantial gain in expression of a gene signature for cytotoxic effector function in these TIL populations (Extended Data Fig. 5i). Thus, PGE_2_ does not modify the expression of genes associated with T cell function but prevents their differentiation and expansion, which highlights a mechanistic difference to canonical factors that drive dysfunctional CD8^+^ T cell responses through transcriptional programming, such as TOX^26,27^ or MYB^28^. Taken together, these findings suggest that tumour-derived PGE_2_ locally impairs the differentiation and expansion of effector T cell populations arising from TCF1^+^ TILs. Moreover, EP_2_/EP_4_ deficiency rescues TILs from this inhibitory effect of PGE_2_.

## PGE_2_–EP_2_/EP_4_ signalling limits clonal TIL expansion

Analyses of our scTCR-seq data revealed that many CD8^+^ TILs consisted of clonally expanded cells (Extended Data Fig. 6a–c), which is an indicator of tumour specificity and proliferative T cell expansion^29,30^. Notably, although expanded clonotypes were detectable in all TIL populations, they were more prominent among TIM-3^+^CXCR6^+^ cells (clusters 3–8) (Extended Data Fig. 6a–c), a result consistent with the notion that these differentiated TIL populations may arise locally through the proliferative expansion of a few tumour-specific TCF1^+^ TILs. Moreover, highly expanded TIL clones (>30) were completely absent from tumours in *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice but were abundant in both *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (22.6%) and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (35.6%) (Fig. 2h,i and Extended Data Fig. 6d). Consistently, *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice displayed an increased frequency of poorly expanded small or single clones (Fig. 2h,i and Extended Data Fig. 6d). Notably, TILs in both *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice had much higher fractions of clones shared between TCF1^+^ cells and TIM-3^+^CXCR6^+^ effector progeny (9.1% and 14.5%, respectively) than *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (3.9%) (Extended Data Fig. 6e). The few shared clones detectable in *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice, however, only showed poor expansion (Extended Data Fig. 6f). We conclude that tumour-derived PGE_2_ restricts clonal TIL expansion, which results in a collapse of the intratumoural CD8^+^ T cell response. This impairment is overcome by ablation of EP_2_/EP_4_ in CD8^+^ T cells, which leads to the productive differentiation and expansion of clonal effector T cell progeny within tumour tissue.

## TCF1^+^ TIL effector expansion achieves tumour control

We next sought to provide further evidence that EP_2_/EP_4_ deficiency in CD8^+^ T cells permits productive effector differentiation of TILs in PGE_2_-producing tumours. Quantification of TIL populations across PGE_2_-deficient *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^ tumours from WT mice and PGE_2_-producing control BRAF^V600E^ from WT mice, *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (Extended Data Fig. 7a–c) revealed that the numbers of TCF1^+^ TILs were comparable among all groups (Extended Data Fig. 7b). This result indicated that the generation of TCF1^+^CD8^+^ T cells in lymphoid tissues and their tumour infiltration is not affected by PGE_2_. However, whereas the numbers of differentiated TIM-3^+^ TILs were low in control BRAF^V600E^ tumours in WT mice and *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice, they were highly abundant in *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (Extended Data Fig. 7c) and indistinguishable from those found in *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^ tumours in WT mice.

To determine whether TIM-3^+^ TILs were generated from TCF1^+^ TILs locally within tumour tissue, we made use of our finding that at early stages after implantation (day 6), tumours contain TCF1^+^ TILs but not (yet) differentiated TIM-3^+^ TILs (Fig. 2j–n). Tumour-bearing *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice treated from day 6 onwards with the S1P1R antagonist FTY720, which prevents lymph node (LN) egress of newly primed CD8^+^ T cells^31^, showed unabated intratumoural development and prominent expansion of TIM-3^+^ TILs over time (Fig. 2k–m). By contrast, when initial tumour infiltration of TCF1^+^CD8^+^ T cells was blocked by FTY720 application from day 1 onwards, no intratumoural TIL expansion was detected (Fig. 2m). Notably, the proliferative response originating from TCF1^+^ TILs present in tumour tissue at day 6 was sufficient to achieve control of tumour growth (Fig. 2n). This result demonstrates that TCF1^+^ TILs locally generate potent anticancer effector responses when protected from inhibitory PGE_2_ signalling in tumours.

## PGE_2_ suppresses IL-2 responsiveness of TILs

In an effort to identify the mechanisms downstream of PGE_2_–EP_2_/EP_4_ signalling that determine impaired TIL responses, we performed TF activity analysis of our scRNA-seq data. Deficiency of EP_2_/EP_4_ in TCF1^+^ TILs resulted in an increased activity of TFs associated with effector differentiation (including NFKB1, REL, JUN and TBX21), stimulatory cytokine signalling (STAT4, IRF1, NFKB1, JUN and TBX21) and survival (RUNX2 and TRP53) (Fig. 3a and Extended Data Fig. 8a,b). Most of these alterations were detectable in both TCF1^+^ TILs and their developing progeny (Extended Data Fig. 8c) and were highly consistent across *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (Fig. 3a and Extended Data Fig. 8c,d). Notably, we detected increased TF activity linked to IL-2 cytokine signalling (including STAT1, STAT3, STAT5B, ELK1 and NFATC2)^32^ in TILs from *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (Fig. 3a and Extended Data Fig. 8a,b). This result was again observed in both TCF1^+^ TILs and their TIM-3^+^CXCR6^+^ progeny (Extended Data Fig. 8c,d). PGE_2_ may therefore affect the response of TILs to IL-2, which is a notable finding given the current development of new classes of IL-2 receptor (IL-2R) agonists for cancer therapy and the emerging role of IL-2 signalling for productive anticancer responses by TCF1^+^ TILs^33,34^.

**Fig. 3:**
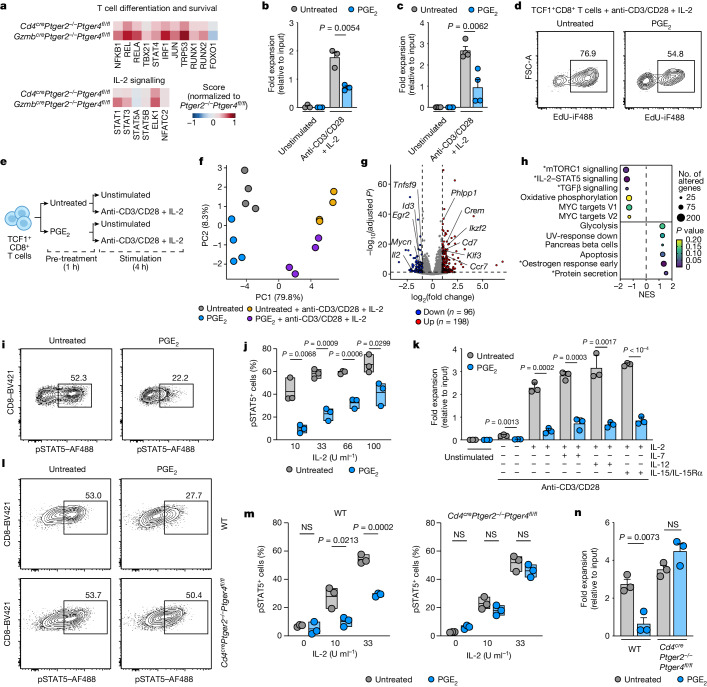
PGE_2_ impairs CD8^+^ T cell expansion and effector differentiation from TCF1^+^ cells by inhibiting IL-2 signalling. **a**, TF activity in TCF1^+^CD8^+^ TILs from control BRAF^V600E^ tumours in *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (relative to *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice). **b**, Effect of PGE_2_ on ex vivo expansion of TCF1^+^CD8^+^ TILs sorted from *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^ tumours (*n* = 3). **c**,**d**, Effect of PGE_2_ on expansion (**c**) and proliferation (**d**) of repetitively activated TCF1^+^CD8^+^ T cells from in vitro T cell cultures (*n* = 4). **e**–**h**, Analysis of repetitively activated TCF1^+^CD8^+^ T cells by RNA-seq (*n* = 4). **e**, Experimental design. **f**, principal component (PC) analysis based on all DEGs. **g**, Volcano plot showing the effect of PGE_2_ exposure on gene expression in TCF1^+^CD8^+^ T cells stimulated with anti-CD3/CD28 and IL-2. **h**, GSEA of hallmark pathways based on **g**. *Pathways significantly regulated; NES, normalized enrichment score. **i**,**j**, Effect of PGE_2_ exposure on IL-2-dependent pSTAT5 induction in repetitively activated TCF1^+^CD8^+^ T cells. Cells were treated with 33 U ml^–1^ IL-2. **j**, *n* = 3. **k**, Expansion of repetitively activated TCF1^+^CD8^+^ T cells treated or untreated with PGE_2_ and stimulated as indicated (*n* = 3). **l**–**n**, WT or *Cd4*^*cre*^*Ptger2*^−/−^*Ptger4*^*fl/fl*^ TCF1^+^CD8^+^ T cells from in vitro T cell cultures were incubated with or without PGE_2_ for 20 h before stimulation with IL-2 (**l**,**m**) or anti-CD3/CD28 and IL-2 (**n**). **l**, Flow cytometry plot showing pSTAT5 signalling after 30 min. Cells were treated with 33 U ml^–1^ IL-2. **m**, Quantification of pSTAT5 (*n* = 3). **n**, Quantification of T cell expansion (*n* = 3). Data in **b** and **c** are pooled from two independent experiments. Data in **j**, **k**, **m** and **n** are representative of two independent experiments. Plots in **d**, **i** and **l** show data for 1 T cell culture representative of *n* = 6 T cell cultures analysed in 2 independent experiments. For **b**, **c**, **k** and **n**, horizontal lines and error bars indicate the mean ± s.e.m. For **j** and **m**, box plots indicate the median. *P* values are from unpaired *t*-tests. In **g**, DEGs (*P* < 0.05; fold change ≥ 2) were identified by Wald test with multiple testing using the Benjamini–Hochberg method. Source Data

We therefore tested whether PGE_2_ controls the IL-2-mediated expansion of TCF1^+^ TILs sorted from PGE_2_-deficient *Ptgs1/Ptgs2*^*−/−*^ tumours (identified as TIM-3^−^CXCR6^−^ TILs; Extended Data Fig. 8e). PGE_2_ strongly compromised the capacity of TCF1^+^ TILs to expand and differentiate into effector cells when stimulated with high-dose IL-2 together with anti-CD3 and anti-CD28 (anti-CD3/CD28) treatment^35,36^ (Fig. 3b). Bypassing the scarcity of TIL numbers, we further addressed this issue using antigen-experienced, repetitively activated TCF1^+^CD8^+^ T  cells generated in vitro, on which PGE_2_ had an identical inhibitory effect (Fig. 3c). In line with PGE_2_-mediated impairment of IL-2-driven proliferation and effector differentiation, PGE_2_-treated TCF1^+^CD8^+^ T cells from in vitro T cell cultures showed markedly reduced DNA replication early after their stimulation (Fig 3d). 

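The RNA came from splenic CD8+ T cells of C57BL/6J mice, isolated in the naive state and activated repeatedly in culture over 4 days so that they kept TCF1, the transcription factor that marks stem-like T cells. The cells were incubated for 1 h with 100 ng ml-1 PGE_2_ or left untreated. They then spent 4 h in IL-2 (85 U ml-1), either alone or with beads that carry antibodies against CD3 and CD28, at 1 bead per cell. Cells given IL-2 alone are called unstimulated and cells given IL-2 and beads stimulated, so the unstimulated cells had received the cytokine as well. Each of the 4 groups had 4 replicates, numbered 1 to 4. What cultures with the same number share is not given in the paper's text or the sample labels. Poly(A)-selected libraries were sequenced from both ends. The authors aligned the reads to the mouse genome GRCm38 with Hisat2, counted them on genes with featureCounts and deposited the counts without normalization, and they derived FPKM values from these counts and the gene lengths. Whether the counting used the strand of the reads is not stated. The summed count of a sample ranged from 24536527 to 42950763 (median 27761376.5) in stimulated untreated cells and from 23236175 to 34068208 (median 28531184) in stimulated cells with PGE_2_. In unstimulated cells it ranged from 22678254 to 33537827 (median 30038652) without PGE_2_ and from 27948936 to 36098297 (median 33306037.5) with PGE_2_. Replicates of a group varied more than counting noise, since the chi-square per degree of freedom between them was 8.46 to 56.8. The counts were analysed with edgeR. Genes with low counts were removed with filterByExpr at a minimum count of 10, and library sizes were scaled with TMM. Groups were compared in pairs with the quasi-likelihood test and Benjamini-Hochberg adjustment, in fits that held only the 8 samples compared. A gene was called a DEG at an adjusted p below 0.05 and a fold change of at least 2 in either direction, the thresholds of the paper. A further fit over all 16 samples tested the interaction of PGE_2_ with stimulation, which is the difference of the PGE_2_ effects in stimulated and in unstimulated cells. Expression is given in CPM, counts scaled to a common total per library, as mean ± SD over the 4 replicates, and fold changes as log2 values with their standard error (SE).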

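In unstimulated cells, 490 of 14505 tested genes were DEGs after PGE_2_ exposure, 211 of them higher and 279 lower. Stimulation changed 3301 of 14205 genes without PGE_2_ (1640 higher, 1661 lower) and 3210 of 14507 genes with PGE_2_ (1841 higher, 1369 lower). With upper-quartile factors in place of TMM, the stimulation response split into 1422 higher and 2005 lower genes without PGE_2_ and 1560 higher and 1758 lower genes with PGE_2_. On log2(FPKM + 1) values tested with limma it split into 1032 higher and 573 lower genes without PGE_2_, and 1087 higher and 496 lower genes with PGE_2_. The 116 genes called on those values after PGE_2_ exposure of unstimulated cells were 36 higher and 80 lower. Of all alternatives tried, dropping the fold change threshold moved these counts most, to 4122, 9440 and 9309 genes. Over all 14505 genes tested for PGE_2_ in unstimulated cells, every treated replicate lay above or below every untreated one in 4279 (29.5%), an arrangement that chance gives for 2.86% of genes.

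A principal component analysis used the log2 CPM of the 4191 genes that were DEGs in at least 1 of the 4 pairwise comparisons, centred and not scaled. The first component (PC1) held 79.7% of the variance, the second (PC2) 8.05% and the third 3.17%. The share of PC1 moved most when all genes that passed the filter were used, to 67.7%. Its score was 61.0 ± 8.86 (SD, n = 4) in stimulated and −38.1 ± 5.81 in unstimulated untreated cells. With PGE_2_ it was 38.6 ± 15.3 in stimulated and −61.5 ± 7.08 in unstimulated cells. The difference by PGE_2_ on PC1 was −23.5 in unstimulated cells, without overlap between the groups, and −22.4 in stimulated cells, where the groups overlapped. On PC2 the PGE_2_-treated and untreated replicates did not overlap in either state. The scores on it were 16.1 ± 5.01 against −8.95 ± 5.80 in stimulated and 13.4 ± 7.25 against −20.5 ± 8.99 in unstimulated cells. The difference by stimulation on PC2 was 11.6 without PGE_2_ and 2.65 with it. Because the genes were chosen as DEGs between these same groups, the scores describe the separation and no test is made of them.

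Of the DEGs of stimulated cells, 219 were also tested in unstimulated cells, and 218 of these changed there in the same direction. Over all genes tested in both states, 78.5% had the same direction. DEGs in both states numbered 99. The PGE_2_ effect itself differed between stimulated and unstimulated cells in 35 of 15096 genes, with a higher effect in stimulated cells for 23 and a lower one for 12. A test against a fold change of 1.5 (glmTreat) called 0 genes, and without the fold change threshold 113 passed. In edgeR's test, 1415 genes had an unadjusted p below 0.05. With the replicate number as a block in the fit, 60 genes passed, and DESeq2's Wald test found 53. Under DESeq2-style size factors (RLE) in edgeR the count was 27, of which 15 were higher and 12 lower, and on log2(FPKM + 1) values 2 were higher and 6 lower. The count fell to 18 without replicate 2 of the unstimulated untreated cells and rose to 72 without replicate 4 of the stimulated cells with PGE_2_. It was 23 without replicate 1 of the unstimulated untreated cells and 20 without replicate 3 of the unstimulated cells with PGE_2_. Leaving out replicate 1 or 3 of the stimulated untreated cells gave 22 genes each, and leaving out replicate 2 of the stimulated cells with PGE_2_ gave 20. In 8 of 100 drawn reassignments of the PGE_2_ labels within each state, the real one included, the count was as large.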

Transcriptional profiling by RNA-seq (Fig. 3e) revealed that PGE_2_ exposure resulted in distinct transcriptional changes in stimulated TCF1^+^CD8^+^ T cells and their unstimulated counterparts (Fig. 3f). Analyses of the stimulated T cell populations identified 294 differentially expressed genes (DEGs) following PGE_2_ exposure (Fig 3g). 

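In the stimulated cells, 243 of 13922 tested genes were DEGs between PGE_2_-treated and untreated replicates (edgeR's quasi-likelihood test), 167 of them higher and 76 lower after PGE_2_ exposure. All 4 treated replicates lay on one side of all 4 untreated ones in 2499 of the genes tested (18.0%, against a chance share of 2.86%). Without the fold change threshold the count was 1370, the largest shift of any setting. DESeq2 with its Wald test and the same thresholds called 303 genes, 202 higher and 101 lower, which included 239 of the 243. With 1 replicate left out, the count lay between 166, without replicate 2 of the untreated cells, and 359, without replicate 1 of the PGE_2_-treated cells.

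Among DEGs with a mean of at least 1 CPM over both groups and no overlap between them, *Sgip1* rose most. It went from 0.335 ± 0.182 to 5.66 ± 0.470 CPM (log2 fold change 4.10, SE 0.308, edgeR adjusted p = 0.000109). *Myof* rose more (log2 fold change 6.71), from 0.0102 to 1.38 CPM, and was left out by the limit on the mean. *Ramp3*, which encodes a partner protein of G-protein-coupled receptors, rose from 11.6 ± 4.90 to 109.8 ± 23.5 CPM (log2 fold change 3.25, SE 0.306, edgeR adjusted p = 0.000303). The next largest rises were those of *Lhfpl2* (2.85), *Scin* (2.57) and *Fgfr1* (2.39) on the log2 scale. *Sgip1*, *Ramp3* and *Fgfr1* share exon bases with antisense genes that had at most 0.146 CPM. The chemokine gene *Ccl1* fell most, from 27.6 ± 8.01 to 2.80 ± 1.80 CPM (log2 fold change −3.31, SE 0.396, edgeR adjusted p = 0.000958). *Aqp9* (−2.62), *Zfp683* (−2.37), *Igfbp4* (−2.21) and *Il13* (−2.16) followed.

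Of the 11 genes labelled in Fig. 3g, 10 were DEGs and 6 were higher after PGE_2_ exposure. All 11 passed the adjusted p threshold over all genes tested and also when adjusted over the list alone. Because the study picked them from these libraries, the latter is no independent evidence. *Ikzf2* (log2 fold change 1.66), *Ccr7* (1.41) and *Cd7* (1.33) were higher, and *Id3* (−1.37) and *Mycn* (−1.24) lower. *Il2* fell from 101 ± 49.4 to 26.2 ± 17.3 CPM (log2 fold change −1.95, SE 0.474, edgeR adjusted p = 0.0305). It was also a DEG under each of 5 alternatives, which were DESeq2, RLE factors, the replicate block, 1 fit of all 16 samples and limma on log2(FPKM + 1) values. Its adjusted p rose to 0.0814, 0.0863 and 0.0555 without untreated replicates 1, 2 and 3, and to 0.0585 and 0.0951 without PGE_2_-treated replicates 2 and 3. *Egr2* fell from 65.9 ± 19.9 to 32.1 ± 13.7 CPM with overlapping groups (log2 fold change −1.04, SE 0.281, edgeR adjusted p = 0.0439). It passed both thresholds in only 1 of the 8 fits that left out a replicate, the one without PGE_2_-treated replicate 1. Without untreated replicates 1, 2, 3 and 4 its adjusted p was 0.125, 0.119, 0.0552 and 0.0517, and without PGE_2_-treated replicates 2, 3 and 4 it was 0.0660, 0.129 and 0.0777. Of the same 5 alternatives it was a DEG under 4 and not on log2(FPKM + 1) values, where its adjusted p was 0.0616. *Tnfsf9* fell from 14.8 ± 3.26 to 7.46 ± 0.583 CPM (log2 fold change −0.99, SE 0.142, edgeR adjusted p = 0.00264), to 0.505 of the untreated level, and was not a DEG in this fit. Its log2 fold change was −1.01 by DESeq2 and −1.01, −1.09 and −1.04 without untreated replicates 3 and 4 and PGE_2_-treated replicate 3, which made it a DEG in each case. An antisense gene of 8.34 CPM covers 14.9% of its exon bases and had about as many counts as *Tnfsf9* itself, so its value is uncertain.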

PGE_2_-treated TCF1^+^CD8^+^ T cell populations expressed increased levels of transcripts encoding for molecules related to EP_2_/EP_4_-mediated cAMP signalling (*Crem* and *Fosl2*) and T cell quiescence (for example, *Phlpp1, Klf3* and *Klf4*) (Fig. 3g and Extended Data Fig. 8f). 

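*Crem* (ENSMUSG00000063889) lies on chromosome 18 of GRCm38 from 3266048 to 3337748, on the minus strand, and encodes a transcription factor that responds to cAMP. In stimulated cells it had 80.7 ± 14.2 CPM without and 222 ± 21.1 CPM with PGE_2_ (SD, n = 4), a log2 fold change of 1.45 (SE 0.135, edgeR adjusted p = 0.000303). *Fosl2* (ENSMUSG00000029135, chromosome 5, 32135801 to 32157842, plus strand) encodes a subunit of the AP-1 transcription factors. It rose from 184.6 ± 22.1 to 306.9 ± 22.4 CPM (log2 fold change 0.72, SE 0.104, edgeR adjusted p = 0.00253). The rise was 1.65-fold, below the fold change threshold, and *Fosl2* was a DEG of stimulated cells in none of the 8 fits without a replicate and under none of the 5 alternatives run on single genes. Its log2 fold change lay between 0.67 and 0.81 in these.

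*Phlpp1* (ENSMUSG00000044340, chromosome 1, 106171752 to 106394250, plus strand) encodes a phosphatase of the kinase AKT. Its level was 20.6 ± 1.04 CPM in untreated and 45.0 ± 2.68 CPM in PGE_2_-treated stimulated cells (log2 fold change 1.12, SE 0.0723, edgeR adjusted p = 4.44e-05). *Klf3* (ENSMUSG00000029178, chromosome 5, 64803388 to 64832901, plus strand) encodes a zinc-finger transcription factor. It went from 8.45 ± 1.15 to 18.0 ± 0.725 CPM (log2 fold change 1.08, SE 0.109, edgeR adjusted p = 0.000407). Both genes were below the fold change threshold on log2(FPKM + 1) values, at log2 fold changes of 0.90 for *Phlpp1* and 0.55 for *Klf3*, and were DEGs under the other 4 alternatives. *Klf4* (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466, minus strand) encodes another factor of that family and was low, at 1.36 ± 0.231 CPM without and 2.12 ± 0.477 CPM with PGE_2_, or 31 to 68 counts per replicate. All 4 treated replicates exceeded all 4 untreated ones, but it was not a DEG (log2 fold change 0.63, SE 0.223, edgeR adjusted p = 0.102). Its adjusted p ranged from 0.0125, with the replicate block, to 0.251 over the alternatives and fits without a replicate, and its fold change stayed under the threshold in each. In both stimulated groups, the *Klf4* value of replicate 4 stood apart from those of the other 3. *Crem* shares 8.01% and *Klf3* 3.59% of its exon bases with an antisense gene, which had 1.29 and 1.04 CPM.

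Over these 5 genes, 4 passed the adjusted p threshold over all genes tested, 5 when adjusted over the list alone, and 3 were DEGs. The study named them from these libraries, so this count adds no independent evidence. In unstimulated cells, PGE_2_ raised *Crem* by 1.67, *Fosl2* by 1.56, *Phlpp1* by 1.41 and *Klf4* by 1.43 on the log2 scale, and each was a DEG there. *Klf3* rose by 0.49 in these cells (SE 0.213, edgeR adjusted p = 0.109), with an adjusted p of 1.91e-08 under the replicate block, 0.0279 without untreated replicate 1 and 0.0440 without PGE_2_-treated replicate 4. The PGE_2_ effects on *Fosl2* in stimulated and unstimulated cells differed by −0.83 on the log2 scale, past the threshold when adjusted over the list alone but not over all genes (edgeR's interaction test, adjusted p = 0.0677, or 0.0219 with the replicate block, 0.00435 with DESeq2, and 0.0431 and 0.0298 without unstimulated untreated replicates 3 and 4).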

Gene set enrichment analysis (GSEA) showed a selective downregulation of the T cell differentiation-associated mTORC1 signalling pathway and the IL-2 signalling pathway (Fig. 3h). 

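The hallmark gene sets of the paper's GSEA were not used here. Instead, 5 lists were written by hand from general knowledge of each pathway, without the genes that the text or Fig. 3g names, and tested with camera on the edgeR fits, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 5 lists. In stimulated cells, the median log2 fold change of 66 mTORC1 targets was −0.28 (camera adjusted p = 1.09e-09), with 15 genes higher and 51 lower after PGE_2_ exposure. Of these targets, 32 passed the adjusted p threshold when adjusted over the list alone and 20 over all genes tested. The 54 tested IL-2-STAT5 targets had a median of −0.22 (camera adjusted p = 0.000828), with 20 higher and 34 lower. For 19 of them the adjusted p passed when adjusted over the list alone, for 12 over all genes, and 4 were DEGs. Stimulation without PGE_2_ raised the same list by a median of 1.47, with 47 genes higher, at an equal dose of added IL-2. Its values therefore do not measure the response to added IL-2 alone. Genes of ribosome biogenesis and MYC targets had a median of −0.34 over 44 genes, of which 43 were lower (camera adjusted p = 1.03e-07). Only 1 of them passed, both when adjusted over the list alone and over all genes.

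A quiescence list of 23 genes had a median of 0.33 (camera adjusted p = 1.22e-08), with 18 genes higher, 18 past the threshold when adjusted over the list alone, 13 over all genes and 4 DEGs. The 25 targets of cAMP and CREB had a median of 0.064 and a mean of 0.149 (camera adjusted p = 0.0212), with 15 higher, 7 past the threshold when adjusted over the list alone, 5 over all genes and 2 DEGs. With the replicate block the adjusted p of the cAMP-CREB list was 0.0676. Without replicate 1 of the PGE_2_-treated cells its median was 0.026 and its adjusted p 0.161. Without PGE_2_-treated replicate 4, the medians were −0.097 for the IL-2-STAT5 list (camera adjusted p = 0.0110) and −0.22 for the ribosome list (camera adjusted p = 3.96e-05).

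Camera with its preset correlation can call a list on genes that vary together between replicates. When the correlation was estimated for each list, the mTORC1 (adjusted p = 0.0405) and quiescence lists (adjusted p = 0.0263) remained past the threshold. With the replicate block as well, a combination chosen after seeing the data and the one that moved these calls most, both lost it (adjusted p = 0.162 and 0.150). Under fry, limma's rotation test, these lists (adjusted p = 0.000961 and 0.000212) and the cAMP-CREB list (adjusted p = 0.0168) were past it. The IL-2-STAT5 list passed under neither, with adjusted p = 0.355 for the estimated correlation and 0.110 for fry. The ribosome list had 0.355 and 0.130. Preranked fgsea on the log2 fold changes of all genes tested, not of the DEGs alone as in the paper, gave the IL-2-STAT5 list a normalized enrichment score of −1.97 (adjusted p = 0.00021). The mTORC1 list (−2.66, fgsea adjusted p = 2.81e-11) and the ribosome list (−2.86, fgsea adjusted p = 7.28e-13) were lower. The quiescence list had 1.68 (fgsea adjusted p = 0.0157) and the cAMP-CREB list 1.35 (fgsea adjusted p = 0.107).

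A score per replicate was taken as the mean, over the genes of a list, of log2 CPM minus the mean of that gene over the 16 samples. For the mTORC1 list it was 0.245 ± 0.0960 with and 0.500 ± 0.0614 without PGE_2_ in stimulated cells (SD, n = 4, two-sided exact permutation test, p = 0.0286, adjusted p = 0.0572 over 10 tests of 5 lists in both states). The IL-2-STAT5 score was 0.651 ± 0.253 with and 0.881 ± 0.0574 without PGE_2_, and the groups overlapped (p = 0.0857 in the same exact test, adjusted p = 0.122). It was lower with PGE_2_ in each of the 4 pairs of replicates with the same number.

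Of 6 Reactome sets tested the same way, Cholesterol biosynthesis was past the threshold, with a median of −0.40 (camera adjusted p = 5.97e-09, and 0.00309 with the estimated correlation). Interleukin-2 signaling had a median of −0.025 (camera adjusted p = 0.464) and mTORC1-mediated signalling −0.15 (camera adjusted p = 0.390). Glycolysis (median 0.090) and Interleukin-7 signaling (0.14) each had a camera adjusted p of 0.390. TCR signaling had a median of 0.0067 while camera placed the set on the lower side (adjusted p = 0.689).

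From its enrichment analysis, the paper states that the mTORC1 and IL-2 pathways were selectively lowered. It regards the lower IL-2 pathway as matching the reduced activity of this pathway that it saw in tumour-infiltrating cells. It also takes it as further support for the idea that PGE_2_ limits their expansion by inhibiting IL-2 signalling.

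**Figure D1:**
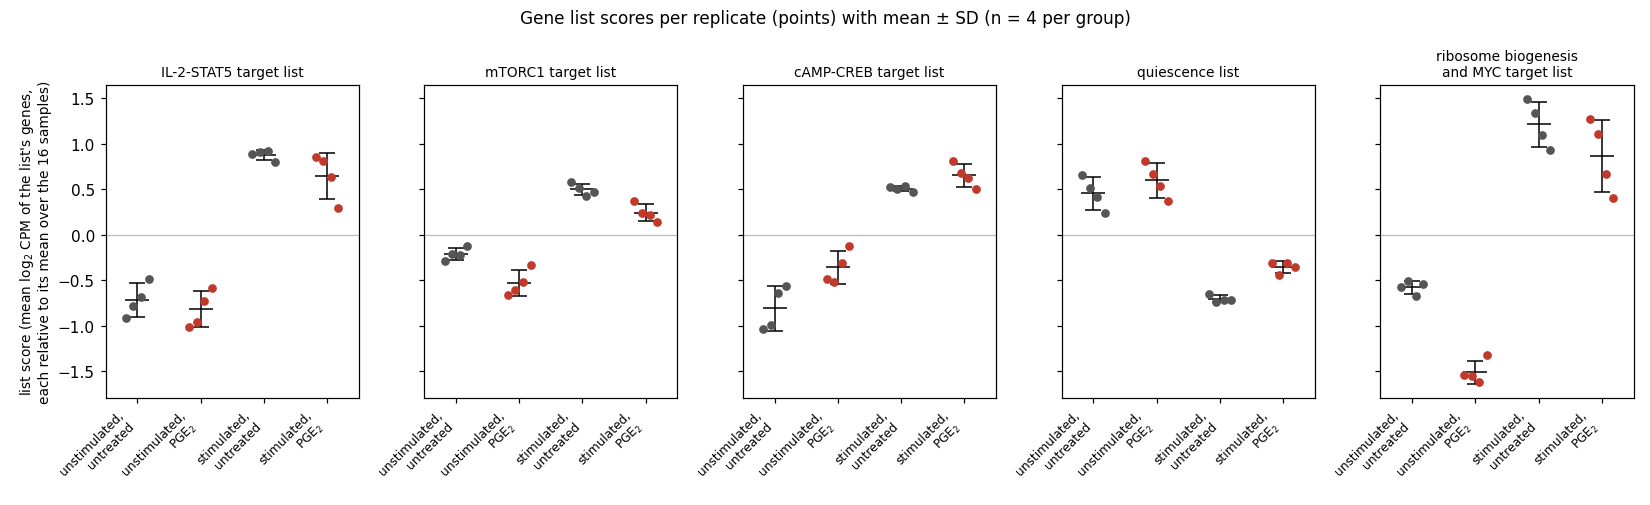
Scores of the 5 gene lists per replicate (vertical axis, mean log2 CPM relative to the mean over the 16 samples) in the 4 groups. Each point is 1 replicate, placed from left to right by its replicate number, and lines show the mean ± SD (n = 4). In stimulated cells, the mTORC1 score is 0.245 with PGE_2_ and 0.500 without on average, and the IL-2-STAT5 scores of the groups overlap.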

The latter result is consistent with the observed reduced IL-2 pathway activity in TILs identified in our scRNA-seq analysis and further supports the notion that PGE_2_ impairs the proliferative expansion of TILs through the inhibition of IL-2 signalling.

In line with an inhibitory effect of PGE_2_ on IL-2 signalling, IL-2 stimulation failed to promote STAT5 phosphorylation (pSTAT5) in PGE_2_-treated TCF1^+^CD8^+^ T cells (Fig. 3i). Notably, this defect was associated with reduced surface expression of the IL-2R gamma chain (IL-2Rγc) (Extended Data Fig. 8g) and could only partially be rescued by stimulation with high doses of IL-2 (Fig. 3j). This result points towards a dominant inhibitory effect of PGE_2_ on IL-2 signalling through the regulation of IL-2Rγc expression. Consistent with this notion, PGE_2_ impaired the expansion of TCF1^+^CD8^+^ T cells not only in response to IL-2 but also the γc cytokines IL-7 and IL-15 (Fig. 3k). Thus, PGE_2_ fundamentally affects the entire γc cytokine signalling pathway in TCF1^+^CD8^+^ T cells and their differentiating progeny. IL-2-mediated pSTAT5 (Fig. 3l,m) and IL-2-dependent T cell proliferation and expansion (Fig. 3n and Extended Data Fig. 8h,i) was rescued in TCF1^+^CD8^+^ T cells from *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice, which demonstrates the functional relevance of EP_2_/EP_4_ signalling for the restriction of IL-2 signalling. Taken together, these data suggest that the PGE_2_–EP_2_/EP_4_ axis limits productive anticancer TIL responses by suppressing the IL-2 signalling pathway.

## EP_2_/EP_4_-deficient TILs mediate cancer elimination

To examine antigen-specific TIL responses in more detail, we used WT (EP_2_/EP_4_-proficient) and *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ (EP_2_/EP_4_-deficient) OT-I T cells. We co-transferred a small number (1 × 10^3^ cells) of congenically marked WT and EP_2_/EP_4_-deficient OT-I T cells into recipient mice, which were subsequently challenged with MC38-OVA tumours (Fig. 4a). Consistent with the observation that PGE_2_ selectively inhibits CD8^+^ T cells within tumours, both WT and EP_2_/EP_4_-deficient OT-I T cells displayed prominent and unrestricted expansion in tdLNs (Fig. 4b,c). However, whereas the response by WT OT-I T cells collapsed after the initial phase of tumour infiltration (Fig. 4b,d), EP_2_/EP_4_-deficient OT-I T cells underwent persistent expansion in tumour tissue (Fig. 4b,d). Similarly, EP_2_-deficient OT-I T cells showed inefficient intratumoural expansion compared with EP_2_/EP_4_-deficient OT-I T cells (Extended Data Fig. 9a,b). Notably, EP_2_/EP_4_-deficient TCF1^+^ OT-I TILs over time gave rise to phenotypically distinct populations of TIM-3^+^CXCR6^+^ effector cells (Extended Data Fig. 9c,d). Re-transfer experiments (Extended Data Fig. 9e,f) confirmed that EP_2_/EP_4_-deficient TIM-3^−^(TCF1^+^) OT-I TILs but not their TIM-3^+^(TCF1^−^) descendants possessed the capacity to expand in tumours (Extended Data Fig. 9g,h) and were able to give rise to TIM-3^+^CXCR6^+^ TILs (Extended Data Fig. 9i). In separate experiments, we also observed that the development of TIM-3^+^ effector progeny from TCF1^+^ EP_2_/EP_4_-deficient OT-I T cells exclusively occurred in tumours but not in tdLNs (Fig. 4e,f and Extended Data Fig. 9j). Together, these data suggest that clonal T cell effector differentiation is restricted to tumour tissue and originates from TCF1^+^ TILs^1–3^. Consistent with this notion, and similar to our observations for polyclonal anticancer CD8^+^ T cell responses, FTY720-mediated blockade of T cell egress from LNs from day 6 onwards had no impact on the local expansion of EP_2_/EP_4_-deficient OT-I TILs (Extended Data Fig. 9k,l). We conclude that tumour-specific TCF1^+^ TILs expand and give rise to effector progeny within tumours, and this pivotal phase of the anticancer CD8^+^ T cell responses is blunted by PGE_2_.

**Fig. 4:**
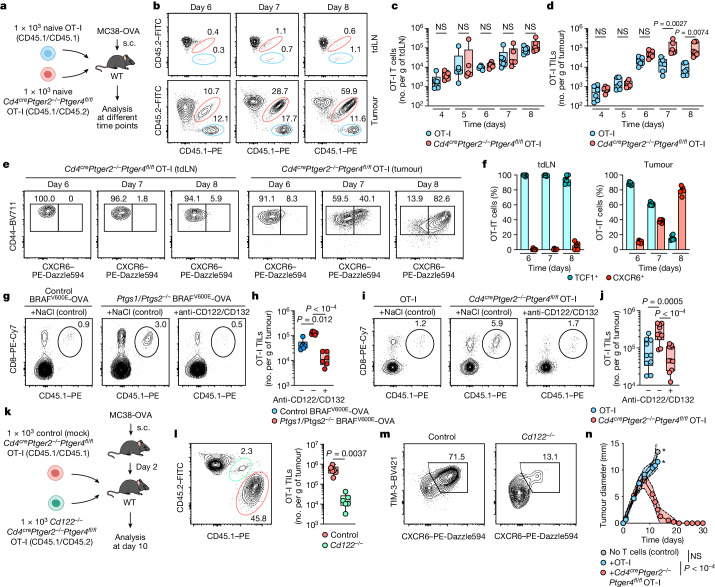
EP_2_/EP_4_-deficient tumour antigen-specific CD8^+^ T cells expand in PGE_2_-producing tumours and mediate tumour immune control. **a**, Experimental design for **b**–**f**. **b**, Flow cytometric plots of CD8^+^ T cells from tdLNs and tumours from the indicated days. **c**,**d**, Numbers of expanded OT-I CD8^+^ T cells in tdLNs (**c**) and tumours (**d**) at indicated time points (*n* = 6). **e**,**f**, Analysis of CD44 and CXCR6 expression in *Cd4*^*cre*^*Ptger2*^−/−^*Ptger4*^*fl/fl*^ OT-I cells. **e**, Flow cytometry plots. **f**, Subset frequencies (*n* = 6). **g**–**j**, Effect of CD122/CD132 blockade on OT-I T cell expansion in tumours. **g**–**j**, Effect of anti-CD122 and anti-CD132 (anti-CD122/CD132) treatment on OT-I TIL expansion in WT mice with control or *Ptgs1/Ptgs2*^−/−^ BRAF^V600E^-OVA tumours or with MC38-OVA tumours, analysed 11 days after tumour transplantation. **g**,**h**, Flow cytometry plots (**g**) and OT-I TIL numbers (**h**) in BRAF^V600E^-OVA tumours (*n* = 6). **i**,**j**, Flow cytometry plots (**i**) and OT-I TIL numbers (**j**) in MC38-OVA tumours (*n* = 10). **k**, Experimental design for **l** and **m** with MC38-OVA tumours. **l**, Flow cytometry plot (left) and quantification (right) of OT-I TILs at day 10 (*n* = 6). **m**, Flow cytometry plots showing the population size of TIM-3^+^CXCR6^+^ cells among control and *Cd122*^*−/−*^ *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ OT-I TILs. **n**, WT mice received 1 × 10^3^ naive OT-I T cells or 1 × 10^3^ naive *Cd4*^*c*^^*re*^*Ptger2*^−/−^*Ptger4*^*fl/fl*^ OT-I T cells intravenously (i.v.) and were transplanted s.c. with 2 × 10^6^ MC38-OVA cells before analysis of tumour growth over time (*n* = 10). Asterisk indicates that termination criteria were reached. Data in **c**, **d**, **f**, **h**, **j**, **l** and **n** are pooled from two (**c**,**d**,**h**,**l**) or three (**f**,**j**,**n**) independent experiments and depicted as box plots extending from the 25th to 75th percentiles with the median as the centre and the whiskers corresponding to minimum and maximum values (**c**,**d**,**h**,**j**,**l**) or shown as the mean ± s.e.m. (**f**,**n**). Plots in **b**, **e**, **g**, **i**, **l** and **m** show data for 1 sample representative of *n* = 6 samples analysed in 2 (**b**,**g**,**l**,**m**) or 3 (**e**,**i**) independent experiments. *P* values are from paired *t*-tests (**l**), one-way ANOVA with Tukey’s multiple-comparison test (**c**,**d**) or Dunnett’s multiple-comparison test (**h**,**j**), or two-way ANOVA with Bonferroni’s correction for multiple testing (**n**). Source Data

In vivo blockade of IL-2R signalling using blocking antibodies against the IL-2Rβ (also known as CD122) and IL-2Rγc (also known as CD132) chains abrogated the expansion advantage of OT-I TILs in PGE_2_-deficient *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^-OVA tumours (Fig. 4g,h) and that of EP_2_/EP_4_-deficient OT-I TILs in PGE_2_-producing MC38-OVA tumours (Fig. 4i,j). Similar results were observed after T cell-specific ablation of IL-2Rβ expression (Fig. 4k), which resulted in markedly reduced expansion (Fig. 4l) and effector differentiation (Fig. 4m) of EP_2_/EP_4_-deficient OT-I TILs compared with mock-treated control EP_2_/EP_4_-deficient OT-I TILs. Therefore, the IL-2R signalling pathway drives the expansion and effector differentiation of antigen-specific CD8^+^ TILs in the absence of PGE_2_–EP_2_/EP_4_ signalling.

Finally, to specifically evaluate whether EP_2_/EP_4_-deficient antigen-specific CD8^+^ T cells mount protective anticancer responses, we analysed the growth of MC38-OVA tumours transplanted into WT mice with or without transfer of WT or EP_2_/EP_4_-deficient OT-I T cells. EP_2_/EP_4_-deficient OT-I T cells achieved complete rejection of MC38-OVA tumours, whereas WT OT-I T cells failed to affect progressive MC38-OVA tumour growth (Fig. 4n). Of note, EP_2_/EP_4_-deficient OT-I but not WT OT-I TILs also showed enhanced expansion that led to efficient tumour elimination in mouse melanoma D4M.3A-pOVA tumours (Extended Data Fig. 9m,n). Taken together, these results suggest that interfering with the PGE_2_–EP_2_/EP_4_ axis in cancer-specific CD8^+^ T cells can elicit their expansion and effector differentiation within tumours and result in protective T cell-mediated anticancer immunity.

## Discussion

Our results demonstrate that tumour-derived PGE_2_ acts locally within the tumour microenvironment to limit CD8^+^ TIL expansion and effector differentiation originating from TCF1^+^ stem-like TILs. This inhibitory mechanism is crucial for cancer immune escape. We reveal that PGE_2_-mediated restriction of TIL responses generated from TCF1^+^ TILs depends on TIL-intrinsic signalling of the PGE_2_-receptors EP_2_ and EP_4_, which causes downregulation of functional IL-2 receptors and curtails TIL responsiveness to IL-2. As a result, interference with PGE_2_–EP_2_/EP_4_ signalling in CD8^+^ T cells enhances their IL-2 responsiveness and induces protective TIL-mediated anticancer immunity. Of note, the effect of PGE_2_ on TIL expansion and effector differentiation may at least in part be linked to a defect in IL-2-dependent mTORC1 signalling, as also suggested by an accompanying paper^37^.

Beyond highlighting that clonal expansion and effector differentiation of stem-like TCF1^+^CD8^+^ T cells occurs within tumour tissue, as recently suggested^1–3^, our results reveal that this critical phase of protective anticancer immunity is selectively targeted by tumour-derived PGE_2_. These findings therefore identify an intratumoural checkpoint that locally controls expansion and effector differentiation of cancer-specific CD8^+^ TILs. Of note, this mechanism may act in parallel to PGE_2_-mediated inhibition of cDC1 (ref. ^38^), which can support TCF1^+^ TIL responses within the tumour microenvironment^39^.

Our unbiased transcriptional profiling by scRNA-seq uncovered that protective anticancer responses by EP_2_/EP_4_-deficient TILs are coupled to a rescue of IL-2 signalling. Recent studies have highlighted the relevance of IL-2 signalling for the generation of effective CD8^+^ T cell responses from antigen-specific TCF1^+^CD8^+^ T cells^6,34,40,41^. Therefore, the discovery that the PGE_2_–EP_2_/EP_4_ axis antagonizes the responsiveness of TCF1^+^ TILs to IL-2 has important mechanistic and clinical implications. Our results provide evidence that PGE_2_ limits the proliferative capacity (and hence likely the self-renewal) of TCF1^+^ stem-like TILs and at the same time curbs effector T cell generation along the entire pathway of intratumoural TIL differentiation. Importantly, ablation of PGE_2_ signalling and consequently reconstitution of IL-2 signalling sufficed to achieve clonal TIL expansion and their effector differentiation within tumours that was not accompanied while preserving TCF1^+^ stem-like TILs. This is fundamentally different to interfering with exhaustion-inducing transcription factors such as TOX or MYB, which comes at the expense of TCF1^+^ stem-like CD8^+^ T cells and leads to a substantial change towards the development of terminally differentiated dysfunctional T cells^26–28^. Moreover, our finding that abrogating PGE_2_ signalling in T cells enhances clonal expansion across the entire differentiation spectrum of anticancer TILs indicates that physiological IL-2 concentrations within tumours are sufficient to drive protective anticancer immunity if IL-2 signalling in TILs is restored.

Targeting EP_2_ and EP_4_ on anticancer T cells to overcome PGE_2_-induced curtailing of IL-2 responsiveness might be preferential over using high concentrations of IL-2, as the latter may lead to deleterious off-target effects of IL-2 on IL-2R-expressing lung endothelial cells or CD4^+^ regulatory T cells^42^. On this note, ablation of the PGE_2_–EP_2_/EP_4_ signalling axis to enhance IL-2 responsiveness in adoptively transferred cancer-specific CD8^+^ T cells bears the promise to unleash their full potential to mount protective anticancer immunity not only in mice but also in cancer patient-derived TILs, as demonstrated in the accompanying paper^37^. Given the association of increased COX-mediated PGE_2_-production in tumours with cancer growth and poor survival rates in patients with cancer, our findings therefore identify the PGE_2_–EP_2_/EP_4_ signalling axis in TILs as molecular target to improve T cell immune therapy in cancer patients with PGE_2_-producing tumours. This strategy may further be beneficial in tumours that produce high levels of other EP_2_/EP_4_-engaging prostanoids such as PGF_2α_, PGD_2_ and PGI_2_ (ref. ^43^).

## Methods

### Mice

All mice used in this study were on a C57BL/6J genetic background and purchased from the Jackson Laboratory (JAX). OT-I × CD45.1 mice were generated by crossing OT-I mice (JAX, 003831) to CD45.1 (JAX, 002014) mice. *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice were generated by crossing *Ptger2*^*−/−*^ mice (JAX, 004376) to *Ptger4*^*fl/fl*^ mice (JAX, 028102) and further crossed to *Cd4*^*cre*^ mice (JAX, 022071) to generate *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice or crossed to *Gzmb*^*cre*^ mice (JAX, 003734) to generate *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice. Unless stated otherwise, mice were on a CD45.2/CD45.2 background. For some experiments, *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice and *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice were crossed to OT-I mice to generate *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ OT-I mice and *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ OT-I mice and used on a CD45.1/CD45.2 or CD45.1/CD45.1 background. WT or *Rag1*^*−/−*^ mice (JAX, 002216) on a CD45.2/CD45.2 background were used as recipients in adoptive transfer experiments. In all experiments, mice at 6–12 weeks of age were sex-matched and randomly assigned to control or treatment groups. Mouse experiments with *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^ tumours and T cell depletion were conducted without blinding; all other experiments were performed in a blinded manner. No statistical methods were used to predetermine sample sizes. Mice were killed by cervical dislocation under anaesthesia. All mice were maintained and bred at the Klinikum rechts der Isar, TUM, or at the Klinikum der Universität München, LMU, under specific-pathogen-free, controlled conditions with a 12-h light–dark cycle, ambient temperature of 24 °C and humidity maintained at 55%, and in accordance with the guidelines of the Federation of European Laboratory Animal Science Associations. All animal experiments were performed in accordance with the guidelines of the district government of upper Bavaria (Department 5–Environment, Health and Consumer Protection).

### Cell lines

Control and *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^ melanoma cells were generated using the CRISPR–Cas9 system as previously described^14^. BRAF^V600E^-OVA and *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^-OVA cells were generated by lentiviral transduction. In brief, OVA cDNA was subcloned into a pHIV-7 transfer vector carrying both the phosphoglycerate kinase (*PGK*) promoter and IRES-puromycin-resistance sequence. The production of third-generation self-inactivating lentiviral vectors, pseudotyped with VSV.G, was carried out as previously described^44^. Specifically, packaging cells were transfected and, after 2 days, cell supernatants were collected, filtered and used to transduce tumour cell lines in the presence of 8 µg ml^–1^ polybrene (Merck). After the incubation period, medium was exchanged for fresh medium, and target cells were passaged at least three times after transduction and selected using puromycin. MC38 cells were provided by A. Krüger, Institute of Experimental Oncology, TUM, and MC38-OVA and Panc02 cells were provided by V. Buchholz, Institute for Medical Microbiology, Immunology and Hygiene, TUM.

BRAF^V600E^, *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^, BRAF^V600E^-OVA and *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^-OVA cells were cultured in complete RPMI medium (RPMI 1640 medium (Thermo Fisher Scientific) supplemented with 10% FCS (Merck), 50 µM β-mercaptoethanol (Thermo Fisher Scientific), 50 U ml^–1^ penicillin (Thermo Fisher Scientific), 50 µg ml^–1^ streptomycin (Thermo Fisher Scientific) and 2 mM l-glutamine (Thermo Fisher Scientific). D4M.3A-pOVA cells were generated as previously described^45^ and cultured in DMEM-F12 medium (Thermo Fisher Scientific). MC38, MC38-OVA and Panc02 cells were cultured in DMEM (Thermo Fisher Scientific), with both media supplemented with 10% FCS, 50 µM β-mercaptoethanol, 50 U ml^–1^ penicillin, 50 mg ml^–1^ streptomycin, 2 mM l-glutamine, 1× MEM non-essential amino acids solution (Thermo Fisher Scientific) and 1 mM sodium pyruvate (Thermo Fisher Scientific). To generate tumour cell conditioned medium (CM), 5 × 10^6^ tumour cells were cultured in 20 ml complete RPMI medium for 48 h and the supernatant was collected, filtered and stored at −20 °C until further use. All cell lines were routinely tested for mycoplasma contamination in-house by PCR. For *Ptgs1/Ptgs2*^*−/−*^ BRAF^V600E^ cells, the absence of PGE_2_ production was routinely confirmed by PGE_2_ ELISA (Cayman Chemical). No further cell line authentications were conducted in the laboratory.

### Tumour cell injections

Tumour cell lines were detached by trypsinization (Thermo Fisher Scientific) and washed three times in sterile PBS (Thermo Fisher Scientific). Unless stated otherwise, 2 × 10^6^ cells were injected s.c. in 100 µl sterile PBS into the flank of each recipient mouse. Tumour growth was measured using a digital calliper. Tumour diameters stated in the figures refer to the average values of the longest diameter and its perpendicular for each tumour. A maximal tumour diameter of 15 mm served as the humane end point and was not exceeded in any of the experiments.

### CD4^+^ and CD8^+^ T cell depletion in vivo

To deplete CD4^+^ and CD8^+^ T cells, mice received intraperitoneal (i.p.) injections of 100 µl anti-mouse CD4 (100 µg per mouse, GK1.5, BioXCell) or anti-mouse CD8β (100 µg per mouse, 53-5.8, BioXCell) antibodies every 5 days, beginning on day 1 following tumour cell inoculation.

### FTY720 treatment in vivo

FTY720 treatment was performed by injecting mice i.p. with 100 µl of FTY720 (20 µg per mouse, Merck) on day 1 or day 6 after tumour cell transplantation. Injection with 100 µl sterile isotonic NaCl served as control.

### IL-2 receptor blockade in vivo

For blockade of IL-2Rβ and IL-2Rγc, mice received i.p. injections of 150 µl anti-mouse CD122 (300 µg per mouse, TM-Beta 1, BioXCell) and anti-mouse CD132 (300 µg per mouse, 3E12, BioXCell) antibodies on days 6 and 7 after tumour cell transplantation. Injections with 150 µl sterile isotonic NaCl served as control.

### Processing of tumour tissue and lymphoid organs

Tumours, tdLNs or spleens of tumour-bearing mice were excised at the indicated time points after cell transplantation. Tumour or organ weight was determined using a microscale. For subsequent analyses by flow cytometry or cell sorting, tumour samples were mechanically dissociated and incubated with collagenase IV (200 U ml^–1^, Thermo Fisher Scientific) and DNase I (100 µg ml^–1^, Merck) for 40 min at 37 °C and filtered through a 70 µm and a 30 µm cell strainer (Miltenyi) to generate single-cell suspensions. Spleens were passed through a 70 µm cell strainer, followed by red blood cell lysis and a second filtration step using a 30 µm cell strainer. LNs were passed through a 30 µm cell strainer. For the isolation of migratory cDC1s, LNs were processed as described for tumour samples.

### Antibodies and reagents for flow cytometry and cell sorting

The following antibodies and staining reagents were used for flow cytometry or cell sorting: fixable viability dye eFluor 450 (dilution: 1:500; Thermo Fisher Scientific); fixable viability dye APC-eF780 (1:1,000; Thermo Fisher Scientific); viability dye SYTOX-blue (1:2,000; Thermo Fisher Scientific); APC anti-CD3 (1:100; clone 17A2, Thermo Fisher Scientific); PE anti-CD4 (1:200; GK1.5, Biolegend); AF647 anti-CD4 (1:200; GK1.5, Biolegend); PerCP/Cy5.5 anti-CD4 (1:200; GK1.5, Biolegend); BV421 anti-CD8α (1:200; 53-6.7, Biolegend); FITC anti-CD8α (1:200; 53-6.7, Biolegend); PE-Dazzle594 anti-CD8α (1:200; 53-6.7, Biolegend); PE-Cy7 anti-CD8α (1:200; 53-6.7, Biolegend); BV605 anti-CD11b (1:200; M1/70, Biolegend); PE-Cy7 anti-CD11c (1:200; N418, Biolegend); BV570 anti-mouse/human-CD44 (1:100; IM7, Biolegend); BV711 anti-mouse/human-CD44 (1:100; IM7, Biolegend); FITC anti-mouse/human-CD44 (1:100; IM7, Biolegend); PerCP-Cy5.5 anti-mouse/human-CD44 (1:100; IM7, Biolegend); AF647 anti-CD45.1 (1:100; A20, Biolegend); PE anti-CD45.1 (1:100; A20, Biolegend); PE-Dazzle594 anti-CD45.1 (1:100; A20, Biolegend); PerCP/Cy5.5 anti-CD45.1 (1:100; A20, Biolegend); BV510 anti-CD45.2 (1:100; 104, Biolegend); FITC anti-CD45.2 (1:100; 104, Biolegend); PerCP-Cy5.5 anti-CD45.2 (1:100; 104, Biolegend); FITC anti-CD62L (1:100; MEL-14, Biolegend); PE-Dazzle594 anti-CD62L (1:100; MEL-14, Biolegend); FITC anti-CD103 (1:100; M290, BD Biosciences); APC anti-CD132/IL2Rγc (1:100; TUGm2, Biolegend); PE-Dazzle594 anti-CD186/CXCR6 (1:200; SA051D1, Biolegend); PE anti-CX_3_CR1 (1:100; SA011F11, Biolegend); BV605 anti-CD279/PD-1 (1:100; 29 F.1A12, Biolegend); BV421 anti-CD366/TIM-3 (1:200; RMT3-23, Biolegend); PerCP/Cy5.5 anti-TCRβ (1:100; H57-597, Biolegend); AF700 anti-I-A/I-E (1:500; MHC class II) (M5/114.15.2, Biolegend); PE anti-H-2K^b^ bound to SIINFEKL (1:100; 25-D1.16, Biolegend); APC anti-human GZMB (1:200; GB12, Thermo Fisher Scientific); FITC anti-Ki-67 (1:100; SolA-15, Thermo Fisher Scientific); AF700 anti-Ki-67 (1:100; SolA-15, Thermo Fisher Scientific); PE anti-TCF1/TCF7 (1:40; S33-966, BD Biosciences); AF488 anti-human pSTAT5 (0.03 µg per test, 47/Stat5(pY694); BD Biosciences); eF660 anti-TOX (1:100; TXRX10, Thermo Fisher Scientific); eFluor660 Rat-IgG2a-κ isotype-control (1:100; eBR2a, Thermo Fisher Scientific); APC mouse-IgG1κ isotype-control (1:200; P3.6.2.8.1, Thermo Fisher Scientific); AF488 mouse-IgG1κ isotype-control (0.03 µg per test; MOPC-21, Biolegend); and rabbit-anti-mouse-TCF1/TCF7 (1:100; C.725.7, Thermo Fisher Scientific). These were followed by AF647 donkey-anti-rabbit IgG (1:200; Poly4064, Biolegend) or DL488 donkey-anti-rabbit IgG (1:200; Poly4064, Biolegend). Unless stated otherwise, all antibodies were anti-mouse antibodies.

### Flow cytometry and cell sorting

For staining of surface markers and viability dyes, cells were stained for 15 min at 4 °C in FACS buffer (PBS with 1% FCS and 2 mM EDTA). Staining of SIINFEKL–MHC class I complexes on cDC1s for analysis of OVA cross-presentation was performed for 40 min. For intracellular staining of GZMB, TCF1, Ki-67 and TOX, cells were fixed and permeabilized using the True-Nuclear Transcription Factor Buffer Set (Biolegend) according to the manufacturer’s protocol. Intracellular staining was performed overnight in permeabilization buffer at 4 °C. For intracellular staining of pSTAT5, cells were fixed and permeabilized using BD Cytofix (BD Biosciences) and BD Phosflow Perm Buffer III (BD Biosciences) according to the manufacturer’s instructions (protocols II and III, BD Biosciences). For the detection of EdU incorporation, EdU was added to the culture at a final concentration of 15 µM for the last 3 h of the experiment, and analysis was performed using an EdU Proliferation kit (iFluor 488, Abcam) according to the manufacturer’s protocol.

Flow cytometry analyses were performed using a LSR Fortessa Cell Analyzer (BD Biosciences, BD FACSDiva software v.8.0.1 and v.9.0.1), a SP6800 Spectral Cell Analyzer (Sony Biotechnologies, spectral analyser software v.2.0.2.14140) or a SA3800 Spectral Cell Analyzer (Sony Biotechnologies, spectral analyser software v.2.0.5.54250). For flow cytometric quantification of cell numbers, CountBright Absolute Counting Beads (Thermo Fisher Scientific) were added to samples before analyses. For some experiments, CD8^+^ TILs (live CD45^+^CD3^+^CD8^+^ cells), stem-like *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ OT-I TILs (live CD45.1^+^CD8^+^CD44^+^TIM-3^*−*^CXCR6^*−*^) or differentiated effector *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ OT-I TILs (live CD45.1^+^CD8^+^CD44^+^TIM-3^+^CXCR6^+^) were sorted using a FACS Aria III Cell Sorter (BD Biosciences, BD FACSDiva software v.9.0.1). Naive OT-I T cells (CD45.1^+^CD8^+^CD62L^+^CD44^–^) used in adoptive transfer experiments were sorted from blood using a SH800S Cell Sorter (Sony Biotechnologies, cell sorter software v.2.1.6). All flow cytometric data were analysed using FlowJo (BD Biosciences, v.00.8.1 and v.10.8.2).

### Adoptive T cell transfer

For adoptive T cell transfer of naive T cells, 1 × 10^3^ congenically marked naive CD8^+^ T cells from OT-I, *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ OT-I or *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ OT-I donor mice were injected i.v. in sterile PBS into sex-matched recipient WT mice 6 h before tumour cell transplantation s.c. For adoptive transfer of CRISPR-Cas9-edited T cells, 1 × 10^3^ cells congenically marked OT-I T cells from in vitro T cell cultures were injected i.v. into recipient mice at day 2 after tumour cell transplantation s.c. For re-transfer of CD8^+^ TILs, 7 × 10^3^ congenically marked stem-like (TIM-3^–^CXCR6^–^) or differentiated effector (TIM-3^+^CXCR6^+^) *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ OT-I TILs were sorted from MC38-OVA tumours from WT mice and injected i.v. in sterile PBS into sex-matched recipient *Rag1*^*−/−*^ mice inoculated with MC38-OVA tumour cells 2 days before T cell re-transfer.

### Generation of repetitively activated antigen-experienced TCF1^+^CD8^+^ T cells

TCF1^+^CD8^+^ T cells were differentiated from splenic naive CD8^+^ T cells by repetitive activation as previously described^35^, with minor modifications. In brief, 1 × 10^6^ naive CD8^+^ T cells were seeded in complete RPMI medium supplemented with 1× MEM non-essential amino acids solution and 1 mM sodium pyruvate. Low-dose IL-2 (85 U ml^–1^) and mouse anti-CD3/CD28 microbeads were added to the culture while maintaining a CD8^+^ T cell concentration of 1 × 10^6^ cells per ml for multiple (re-)activation cycles over a course of 4 days, followed by purification of live cells by gradient centrifugation (Pancoll).

### T cell effector differentiation

Effector differentiation of TCF1^+^CD8^+^ T cells was performed as previously described^35^, with minor modifications. In brief, cells were cultured with mouse anti-CD3/CD28 microbeads in the presence of high-dose IL-2 (350 U ml^–1^). Where indicated, PGE_2_ (100 ng ml^–1^, unless indicated otherwise in the figure legend; Thermo Fisher Scientific), tumour cell CM, IL-7 (10 ng ml^–1^, Miltenyi), IL-12 (10 ng ml^–1^, Biolegend) or IL-15/15Rα (1 ng ml^–1^, Thermo Fisher Scientific) was added to the culture. To assess T cell expansion, the numbers of live CD45^+^CD3^+^CD8^+^ T cells were quantified by flow cytometry 72 h after the incubation period.

### Gene deletion by CRISPR–Cas9–gRNA complex electroporation

*Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ OT-I T cells were purified from spleen and cultured in complete RPMI supplemented with IL-2 (10 U ml^–1^) and IL-7 (5 ng ml^–1^) in the presence of mouse anti-CD3/CD28 microbeads. After 24 h, anti-CD3/CD28 microbeads were removed by magnetic separation and cells were electroporated (4D-Nucleofector, Lonza; pulse program CM137)^46^ in P3 electroporation buffer supplemented with the Cas9 electroporation enhancer (IDT), Cas9 protein (IDT) and *Cd122*-targeting or non-targeting gRNAs. gRNAs were generated by hybridizing trRNA (IDT) with *Cd122*-targeting (sequences TATGTCAAGGAGGTCCACGG and CTGGGAACGACCCGAGGATC, generated using CHOPCHOP; ref. ^47^) or non-targeting crRNA (IDT) (GCCTGCCCTAAACCCCGGAA; ref. ^48^) as mock control. Cells were rested in complete RPMI supplemented with IL-7 (5 ng ml^–1^, Miltenyi) at 37 °C for 48 h and validated for specific knockout by CD122 surface staining before injection into recipient mice.

### Analysis of IL-2Rγc expression and IL-2 signalling

TCF1^+^CD8^+^ T cells from in vitro cultures were rested for 20 h in complete RPMI supplemented with low-dose IL-2 and purified by gradient centrifugation. Cells were stimulated with mouse anti-CD3/CD28 microbeads and low-dose IL-2 for 24 h in the absence or presence of PGE_2_ (100 ng ml^–1^). After 24 h, IL-2Rγc chain expression was analysed by flow cytometry. For analysis of IL-2-induced STAT5 signalling, anti-CD3/CD28 microbeads were removed by magnetic separation, cells were rested for 30 min at 37 °C in complete RPMI and stimulated for 30 min with different concentrations of IL-2 (10–100 U ml^–1^, as indicated). After the incubation period, fixation buffer was directly added to the culture to terminate the signalling process and cells were stained for flow cytometry analysis.

### PGE_2_ measurements

Tumours and organs of tumour-bearing mice were excised 11 days after tumour cell transplantation, directly frozen in liquid nitrogen and stored at −80 °C until further processing. Samples were homogenized in homogenization buffer (0.1 M PBS, 1 mM EDTA and 10 µM indomethacin (Merck), pH 7.4) using a gentleMACS Dissociator (Miltenyi) followed by a freeze–thaw cycle. PGE_2_ concentrations were measured by ELISA (Cayman Chemical) according to the manufacturer’s protocol.

### RNA isolation and quantitative real-time PCR

RNA was isolated using an Arcturus PicoPure RNA isolation kit (Thermo Fisher Scientific) and cDNA was generated using a SensiFAST cDNA synthesis kit (Bioline). Quantitative real-time PCR was carried out on a LightCycler 480 (Roche, LightCycler 480 software v.1.5.1) using a TAKYON No ROX SYBR MasterMix dTTP Blue kit (Eurogentec) according to the manufacturer’s protocol. *Ptger4* expression was determined using the ΔCt method, with *Hprt* serving as reference gene. Primer sequences were from a previous study^38^. All primers were purchased from Eurofins.

### scRNA-seq and scTCR-seq

CD8^+^ TILs were sorted from BRAF^V600E^ tumours 11 days after tumour cell transplantation. A combination of cell hashing and DNA barcoding during library preparation was used for sample multiplexing, which enabled the simultaneous sequencing of four biological replicates from each group. For cell hashing, unique TotalSeq-C anti-mouse hashtag antibodies were used for hashing of cells from each experimental group as follows: WT: hashtag 1; *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^: hashtag 2; *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^: hashtag 3; and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^: hashtag 4 (1:250 each, Biolegend). Hashtagged cells from one tumour-bearing mouse of each group were pooled and loaded on a Chromium Next GEM Chip (10x Genomics). RNA-seq libraries were generated using Chromium Next GEM Single Cell 5′ Reagent kits v.2 User Guide with Feature Barcode technology for Cell Surface Protein (Rev D) according to the manufacturer’s protocol (10x Genomics). Quality control was carried out using a High Sensitivity DNA kit (Agilent), a Bioanalyzer 2100 and a Qubit dsDNA HS Assay kit (Thermo Fisher Scientific). For sequencing, libraries were pooled and analysed by paired-end sequencing (2 × 150 bp) on a NovaSeq6000 platform using S4 v.1.5 (300 cycles) sequencing kits (Illumina). Libraries were sequenced to a depth of at least 2 × 10^4^ reads per cell for gene expression libraries and 5 × 10^3^ reads per cell for T cell receptor libraries.

Initial scRNA-seq analyses were performed for all samples from the groups *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^, *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^, with data from the WT group being added at a later stage for validation of *Ptger2* and *Ptger4* read coverage (see below). Alignment of gene expression libraries and demultiplexing were performed using cellranger multi (Cell Ranger (v.6.1.1)^49^; 10x Genomics) against the pre-built mouse reference v2020-A (10x Genomics, mm10/GRCm38, annotation from GENCODE Release M23) with the number of expected cells equals 21.000 as input argument. The BAM files were converted to FASTQ files using the tool bamtofastq with the argument --reads-per-fastq set to the total number of reads in the BAM file plus 10,000. After that, gene expression and TCR analysis were combined by running cellranger multi separately for each demultiplexed sample, disabling library concordance reinforcement. The algorithm was forced to find the number of cells identified in the first step of demultiplexing, and sample-specific FASTQ files were used as input for the gene expression analysis pipeline. The pre-built Ensembl GRCm38 Mouse V(D)J Reference v.5.0.0 was used for TCR analysis.

The initial downstream analysis was performed in R (v.4.0.4) with the R package Seurat (v.4.0.1)^50^. Only cells with more than 1,000 genes detected, less than 10% of mitochondrial genes and with UMI counts less than 3 standard deviations above the mean were kept. The data were filtered for genes detected in at least three cells in one of the samples. Filtered read counts from each sample were normalized independently using sctransform (v.0.3.2)^51^ with the glmGamPoi method^52^. Anchors between cells from different replicates were identified on the top 1,000 highly variable genes using canonical correlation analysis and 30 canonical vectors. Data integration was performed on first 20 PC analysis (PCA) dimensions. PCA was calculated for the integrated data on the top 1,000 highly variable genes and both *k*-nearest neighbour graph and UMAP were computed on the 30 nearest neighbours and first 20 PCA dimensions. Louvain clusters were identified using the shared nearest neighbour modularity optimization-based algorithm at resolutions 0.9, 0.65 and 0.9 for the groups *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^, *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^, respectively. Contaminating myeloid cells were identified based on the average cluster expression of the marker genes *Cd14*, *Lyz2*, *Fcgr3*, *Ms4a7*, *Fcer1g*, *Cst3*, *H2-Aa*, *Ly6d*, *Ms4a1* and *Ly6d*. Cycling cells were identified based on expression of *Cdk1*, *Mcm2*, *Pclaf*, *H2afz*, *Birc5* and *Mki67*.

The integrative analysis between groups was performed in R (v.4.2.1) with the R package Seurat (v.4.1.1)^50^. After general data pre-processing and regression of contaminating cells as mentioned above, filtered read counts from each sample were normalized independently using sctransform (v.0.3.2)^51^ with glmGamPoi method^52^. Anchors between cells from all groups and all their replicates were identified using a more conservative approach, which led to weaker batch correction. For that purpose, reciprocal PCA was applied on the top 1,000 highly variable genes of each sample and anchors were picked using the first 20 dimensions and 1 neighbour only. PCA was performed on the integrated data on the top 1,000 highly variable genes. A *k*-nearest neighbour graph and UMAP (spread of 0.4, minimum distance of 0.01) were computed on the first 20 PCs and 30 nearest neighbours. A resolution of 0.6 was used for Louvain clusters identification using the shared nearest neighbour modularity optimization-based algorithm. DEGs between two groups were identified using the Wilcoxon rank-sum test and Bonferroni correction. Gene set expression scores at single-cell level were calculated using the AddModuleScore function, including only the detected genes. Similarity scores with reference datasets were calculated using the R package SingleR (v.1.10.0)^53^ with the top 200 DEGs. The processed transcriptome profiles of naive CD8^+^ T cells, memory stem cell CD8^+^ T cells and central memory CD8^+^ T cells were from a previous study^54^. For tumour antigen-specific CD8^+^ T cells in tdLNs, tumour-infiltrating stem-like CD8^+^ T cells and their naive counterparts, data from a previous study^3^ were processed using the R package DESeq2 (v.1.36)^55^. Gene set expression scores at the single-cell level were calculated using the AddModuleScore function, including only the detected genes. The effector T cell gene signature was from a previous study^56^ (M3013: KAECH_NAIVE_VS_DAY8_EFF_CD8_TCELL_DN). The CD8^+^ T cell proliferation signature was obtained from MSigDB (GO:2000566). Transcriptional trajectories were inferred using the R package slingshot (v.2.4.0)^57^ over the UMAP calculated on the integrated data, approximating the curves by 150 points. The pseudotime was calculated as a weighted average across lineages, weighted by the assignment weight.

TCR analysis of clonotype was performed using the R package scRepertoire (v.1.6.0)^58^. Clonotypes were called based on a combination of VDJC genes comprising the TCR and the nucleotide sequence of the CDR3 region. Whenever the clonotype distribution is shown for individual groups, the cell number was downsampled, so that cluster 1 from all groups had the same maximum size. TF activity was inferred using the weighted mean method of decoupleR (v.2.2.2)^59^ and TF–target interactions available through dorothea (v.1.8.0)^60^, with confidence levels A to C. Normalization to *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ was achieved by subtracting its scores from the scores of the other groups. The top 100 variable TFs between clusters within each group were used to draw a network graph with tidygraph (v.1.2.1)^61^ based on common targets with same defined mode of regulation as defined on the database. Only TFs with at least two common targets were kept for visualization. Louvain clusters were identified using igraph (v.1.3.2)^62^ at a resolution of 0.5.

For addition of scRNA-seq data from the WT group, samples were pre-processed as described above and mapped to a reference formed by the integrated data of the *Ptger2*^*−/−*^*Ptger4*^*fl/fl*^, *Cd4*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ and *Gzmb*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ groups using the R package Seurat (v.4.1.1)^50^. For that purpose, anchors between cells from the reference and the WT groups along with all replicates were identified using reciprocal PCA on top 1,000 highly variable genes. Anchors were picked using the first 20 dimensions and 1 neighbour only. Annotations were transferred using the function TransferData, and data were integrated using IntegrateEmbeddings. Cells from the added group were then projected onto the coordinates of the reference UMAP calling ProjectUMAP with 30 nearest neighbours. Read coverage was estimated using deepTools (v.3.5.4)^63^ with bamCoverage and a bin size of 10 bp and normalization by bins per million mapped reads. For coverage analysis on *Tcf7*/TCF1^+^ and *Tcf7*/TCF1^*−*^ clusters, BAM files were split by cell barcodes from clusters 1–2 or clusters 3–8 using samtools (v.1.13)^64^ before coverage estimation. Read coverage on gene tracks was visualized using the R package trackViewer (v.1.32.1)^65^.

### RNA-seq

In vitro generated, repetitively activated TCF1^+^CD8^+^ T cells were incubated in the presence or absence of PGE_2_ (100 ng ml^–1^) for 1 h at 37 °C followed by stimulation with IL-2 or IL-2 plus mouse anti-CD3/CD28 microbeads for an additional 4 h. Total RNA was isolated using Total RNA Miniprep (Monarch). Library preparation was carried out using a NEB Next UltraRNA Library Prep kit with i7 and i5 index reads of 8 bp each for mRNA library preparation and poly A enrichment. Sequencing was performed on a NovaSeq6000 PE150 platform in paired-end mode (read 1: 151 bp, read 2: 151 bp), using S4 (v.1.5) (300 cycles) sequencing kits (Illumina). Reads were aligned to the mouse reference genome (GRCm38/mm10, NCBI) using the Hisat2 (v.2.0.5) mapping tool. To quantify gene expression levels, featureCounts (v.1.5.0-p3) was used to count the reads mapped to each gene, followed by the calculation of fragments per kilobase of transcript sequence per million mapped reads based on gene length and read count. DEGs were identified using the DESeq2 R package (v.1.20.0). Adjusted *P* values were obtained using Wald test with multiple testing by the Benjamini–Hochberg method, and genes identified by DESeq2 with adjusted *P* values < 0.05 and fold change ≥ 2 were assigned as DEGs. Volcano plots were visualized using the ggplot2 R package ggplot2 (v.3.4.2), and PCA was conducted using the prcomp function in R and visualized using the R packages ggplot2 and ggrepel (v.0.9.3). DEGs obtained from comparing the groups ‘anti-CD3/CD28 +IL-2’ and ‘PGE_2_-treated + anti-CD3/CD28 +IL-2’ were ordered based on their log_2_ fold change values and subjected to GSEA using GSEA (v.4.3.2) probing for hallmark genes from mh.all.v2023.1.Mm (MSigDB). The PreRanked tool from GSEA (v.4.3.2) was used to determine the NES and significance by adjusted *P* values.

### Statistical analyses

The GraphPad Prism software (v.9.5.0 and v.9.5.1) was used for statistical analyses. Affinity Designer (v.1.10.6) (Serif) was used to visualize data. Paired or unpaired two-tailed Student’s *t*-test, one-way ANOVA or two-way ANOVA was used to assess statistical significance, as indicated in in the figure legends. Data are shown as the mean ± s.d., mean ± s.e.m. or box and whiskers plots, as indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07254-x.

### Supplementary information

Reporting Summary

### Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

## Data Availability

Data from scRNA-seq and scTCR-seq of CD8^+^ TILs and data from RNA-seq of TCF1^+^CD8^+^ T cells from in vitro T cell cultures have been deposited into the Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/gds) under the superseries number GSE231340 (subseries numbers GSE231301 and GSE231302). The pre-built mouse reference v2020-A was provided by 10x Genomics (downloaded from https://cf.10xgenomics.com/supp/cell-exp/refdata-gex-GRCh38-2020-A.tar.gz) and is based on the mm10 GRCm38.p6 release 98 from Ensembl (http://ftp.ensembl.org/pub/release-98/fasta/mus_musculus/dna/Mus_musculus.GRCm38.dna.primary_assembly.fa.gz) with reference annotation from GENCODE Release M23 (http://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M23/gencode.vM23.primary_assembly.annotation.gtf.gz) provided by 10x Genomics. The pre-built GRCm38 Mouse V(D)J Reference v.5.0.0 was provided by 10x Genomics and downloaded from https://cf.10xgenomics.com/supp/cell-vdj/refdata-cellranger-vdj-GRCm38-alts-ensembl-5.0.0.tar.gz. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

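RNA-seq was analysed from 16 samples of repetitively activated TCF1+CD8+ T cells, 4 replicates in each of 4 groups: unstimulated untreated, unstimulated with PGE_2_, stimulated untreated and stimulated with PGE_2_. The other experiments of the paper were not analysed here.

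The authors made poly(A)-selected libraries with the NEBNext Ultra kit, sequenced them on a NovaSeq instrument in paired-end mode, aligned the reads to GRCm38 with Hisat2 and counted reads per gene with featureCounts. The deposited counts are whole numbers per gene without normalization. The authors also deposited FPKM values, which within each sample equal the count divided by gene length and summed counts, times 1 factor per sample between 0.878 and 1.11. The annotation release, the featureCounts options and the use of strand are not stated in the paper's text. Differential expression was tested in the paper with DESeq2, and its enrichment analysis used hallmark sets with preranked GSEA on the DEGs.

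The count table holds 54532 genes, of which 28205 have a count in at least 1 sample and 54409 have identifiers in GENCODE release M21, which supplied coordinates, exons and NCBI gene numbers on the same build. In 27 genes the symbol was altered to a date, so genes were handled by Ensembl identifier. The sum of counts per sample was 22678254 to 42950763 with a median of 30211840.5. The 10 most abundant genes took 5.00% to 5.74% of the counts and mitochondrial genes 1.43% to 1.77%. TMM factors lay between 0.865 and 1.09. The biological coefficient of variation between replicates was 0.139 for PGE_2_ in stimulated cells, 0.115 for PGE_2_ in unstimulated cells, 0.119 for stimulation without PGE_2_, 0.138 for stimulation with PGE_2_ and 0.129 for the interaction. Spread between replicates therefore limits the precision more than counting error, except for genes of low counts, for which the counts are given.

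From the counts, edgeR 4.0.16 in R 4.3.3 was used with filterByExpr (minimum count 10), TMM, glmQLFit and glmQLFTest, two-sided, and Benjamini-Hochberg adjustment over the genes tested. DEGs had an adjusted p below 0.05 and a fold change of at least 2, or an interaction of at least 1 on the log2 scale. The pairwise fits held the 8 samples compared and no covariate. The interaction fit held all 16. Values of log2 CPM used a prior count of 2. Principal components were computed on log2 CPM. List scores and projections were compared by exact permutation of 4 against 4, two-sided, with Benjamini-Hochberg adjustment over each family. Gene lists were tested with camera of limma 3.58.1, with fry, with camera at an estimated correlation and with fgsea 1.28.0. The response to stimulation with PGE_2_ was regressed through the origin on that without, over the genes called in either, and each sample was projected on the mean of both responses. The share of DEGs of stimulated cells that moved the same way in unstimulated cells was counted.

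These tests, thresholds, gene lists, marker lists, gene rules and most alternatives were chosen before the data were examined. Chosen after seeing the data were DESeq2 on all 16 samples and DESeq2 with the replicate block. So were fry and the estimated correlation on the Reactome sets and together with the replicate block. An exact test of the differences in list scores between cultures with the same number was also chosen then. The other alternatives were DESeq2 1.42.0 with its Wald test, RLE and upper-quartile factors, no filter, at least 10 counts in every sample, limma with a trend on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 1 and on log2(FPKM + 1) without that filter, the replicate block, glmTreat against a fold change of 1.5, no fold change threshold, 1 fit of all 16 samples, and leaving out each replicate in turn. For the principal components, all filtered genes, the 500 most variable genes and scaled genes were also tried, and for the projection genes with a mean of at least 10 CPM and genes called without PGE_2_.

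The genes named are those that the text or Fig. 3g names, the receptor genes of IL-2 and of cytokines that share its gamma chain, the PGE_2_ receptors and 10 markers of T cell state. To these come, for each PGE_2_ comparison, the 5 largest rises and the 5 largest falls among DEGs without overlap between the groups. Their mean over both groups was at least 1 CPM. For the interaction, the 3 highest and 3 lowest DEGs with a mean of at least 1 CPM were added. The gene lists were written by hand from general knowledge for IL-2-STAT5 targets (55 genes, of which 1 was not matched), mTORC1 targets (66), targets of cAMP and CREB (25), quiescence (23) and ribosome biogenesis and MYC targets (45). Marker lists for B, myeloid, CD4+ T, NK and erythroid cells were written the same way. Of the 52 named genes, 16 share exon bases with another gene of the annotation. This matters most for *Ptger1*, *D030028A08Rik*, *Tmem163* and *Tnfsf9*. Values of some genes are not reported here. The counts of such genes are uncertain because the use of strand is not known.

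Whether replicates with the same number belong together was checked by correlating, across genes, their deviations from the group means. For each of the 4 numbers the correlation was 0.291 to 0.497 between the stimulated groups, 0.150 to 0.477 between the unstimulated groups and 0.120 to 0.407 between the untreated groups. Each was above 0.1, the limit set for taking the numbers to pair the cultures. Between the PGE_2_-treated groups the correlation was 0.0485 to 0.288. The reported pairwise fits held no covariate. The pairing therefore entered only the replicate block and the tests and counts that name cultures or pairs of the same number. The pairing comes from the data alone, since neither the labels nor the paper's text give a meaning to the numbers.

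Each model was tested on simulated data that drew counts for the real genes from the means, spreads and library sizes of the real samples, with 200 genes changed by a factor of 2 or 4. The edgeR test recovered 100% of the changed genes in each of the 4 pairwise comparisons and 97.5% in the interaction at an adjusted p below 0.05. False calls made up 2.44% of its calls for PGE_2_ in stimulated cells (13892 genes tested), 6.10% for PGE_2_ in unstimulated cells (14583), 3.85% for stimulation without PGE_2_ (14210), 4.31% for stimulation with PGE_2_ (14498) and 6.25% for the interaction (14780). For DESeq2 the share was 6.98% to 11.3%. These shares leave out the fold change threshold. With it, DESeq2 made 0 false calls in each comparison and edgeR at most 2, in the interaction.

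The counts of DEGs and the medians of the lists were recomputed for all 35 splits of the 8 samples of a comparison into 4 and 4, and counted among the 8 splits that part all 4 pairs of the same number, for the lists only after seeing the data. For the interaction, 100 reassignments of the PGE_2_ labels within each stimulation state were drawn. In checks of depth, every library was thinned to the smallest sum of counts, and 10000 random lists were matched to a gene list on length, GC content and expression.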

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

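The tests chosen only after the result was seen are those on the spread between stimulated cultures and on cultures with the same number in the number of DEGs, on a few genes taking most of the counts in the ribosome list, and on the differences of list scores between cultures with the same number.

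PGE_2_ changed 490 genes in unstimulated cells, a comparison for which the paper's text reports no DEGs. No other split of these 8 samples into 4 and 4 gave a count as large (1 of 35 splits, the real one). The highest other count was 0, which argues against chance. These splits leave the replicate numbers out of account, and those that part all 4 pairs are too few to decide alone (1 of 8). The count in unstimulated cells was 2.02 times that in stimulated cells, where no other split gave as many either (1 of 35). Library size does not account for this ratio, since it was 1.90 (442 and 233 genes) with every library thinned to the smallest sum of counts. With 1 spread for all 16 samples the ratio was 1.63 (544 and 333 genes), and with the replicate block 1.60 (560 and 349 genes). Both lie near the limit of 1.5 set for them, so a larger spread between stimulated cultures and differences between cultures of the same number are not the whole of it but may contribute. A count past a threshold in each state is no test of a difference between states. A larger PGE_2_ effect in cells without beads stays open as a biological explanation.

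The test of the difference itself called 35 genes in which the PGE_2_ effect depended on stimulation. Low counts do not explain them, since 94.3% (33 of 35) had at least 10 counts in every sample. Of 100 drawn reassignments of the PGE_2_ labels within each state, the real one included, 8 gave as many genes, so chance cannot be excluded for this count. The highest other count was 857 and the median 0. Reassignments that exchange the labels of 1 state would turn the PGE_2_ effect itself into a difference and make the comparison strict. Whether the draws with high counts did so was not examined. The reassignments also leave the replicate numbers out of account. The count moved between 18 without unstimulated untreated replicate 2 and 72 without stimulated PGE_2_ replicate 4. It was also 23 without unstimulated untreated replicate 1, 20 without unstimulated PGE_2_ replicate 3, 22 without stimulated untreated replicate 1 or 3, and 20 without stimulated PGE_2_ replicate 2.

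Of the named genes, 9 were called in this test. All values are differences of log2 fold changes, stimulated minus unstimulated, with adjusted p from edgeR's quasi-likelihood test. *Ptger2*, the gene of the EP_2_ receptor, had −1.23 (adjusted p = 0.00336), with a change by PGE_2_ of −0.90 in stimulated and 0.34 in unstimulated cells. *Rgs2* had −1.67 (adjusted p = 0.00624), *Epcam* −1.40 (adjusted p = 0.00382), *Car12* 1.57 (adjusted p = 0.00831) and *Dctd* 1.84 (adjusted p = 0.00336). These 5 were called in each fit without a replicate. On log2(FPKM + 1) values only *Rgs2* and *Epcam* of the 9 were called. *Ptger2* (−0.90), *Car12* (0.33, limma adjusted p = 0.809), *Dctd* (0.99), *Tnfsf9* (−0.98), *Pdcd1* (−1.67, limma adjusted p = 0.0777) and *D030028A08Rik* (0.26, limma adjusted p = 0.942) were not, and *Tcam1* was not tested on them. *Tnfsf9* had −1.111 (adjusted p = 0.0185), which rose to 0.0573 without unstimulated untreated replicate 2, 0.0529 without unstimulated PGE_2_ replicate 3, 0.0521 without stimulated untreated replicate 2 and 0.0502 without stimulated PGE_2_ replicate 2. *Pdcd1* had −1.75 (adjusted p = 0.0316) and lost the threshold in 9 of 16 fits without a replicate, at adjusted p from 0.0521 to 0.0866. These were the fits without unstimulated untreated replicate 2, unstimulated PGE_2_ replicates 3 and 4, stimulated untreated replicates 1, 2 and 3, and stimulated PGE_2_ replicates 1, 2 and 3. *D030028A08Rik* had 1.64 (adjusted p = 0.0440) and kept it only without unstimulated PGE_2_ replicate 1 or stimulated PGE_2_ replicate 3 or 4, with 0.0606 to 0.120 in the other 13 fits. *Tcam1* had 2.36 (adjusted p = 0.0370) and kept it only without unstimulated untreated replicate 1 or stimulated PGE_2_ replicate 1 or 4, with 0.0546 to 0.104 in the other 13. Exons of *D030028A08Rik* lie opposite the genes *Cdk5rap3* (3.62% of its exon bases, 59.2 CPM) and *Sp2* (2.01%, 45.8 CPM), against 19.8 CPM of its own, so reads of these genes may enter its value, and its loss of the threshold under RLE factors (adjusted p = 0.0620, interaction 1.62) also leaves it uncertain. Gm17173, opposite 4.74% of the exon bases of *Ptger2*, had 3.12 CPM against 14.0 CPM.

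Camera found that the PGE_2_ effect on 4 gene lists depended on stimulation, by median differences of 0.64 for the ribosome list (adjusted p = 1.02e-30), −0.40 for the cAMP-CREB list (adjusted p = 9.46e-06), 0.11 for the quiescence list (adjusted p = 0.00923) and −0.071 for the IL-2-STAT5 list (adjusted p = 0.00319). With fry the adjusted p values were 0.103, 0.124, 0.267 and 0.550, and with the estimated correlation 0.108, 0.101, 0.449 and 0.449. The estimated correlation between genes of the ribosome list was 0.867. An exact test used the 4900 reassignments of the PGE_2_ labels within each state. Its p was 0.187, 0.211, 0.284 and 0.550 (adjusted p = 0.473, 0.473, 0.473 and 0.688). These reassignments include exchanges of the labels of 1 state, which turn the PGE_2_ effect itself into a difference. The test is therefore strict, and it does not exclude chance when the replicate numbers are left out of account. When the differences between cultures with the same number were compared instead, the ribosome score changed by −0.524 to −0.214 in stimulated and by −1.05 to −0.790 in unstimulated cells, the cAMP-CREB score by 0.0302 to 0.278 and 0.336 to 0.559, and the quiescence score by 0.292 to 0.408 and 0.118 to 0.162. None of these ranges overlapped (two-sided exact permutation test over 4 pairs against 4, p = 0.0286 each, the smallest it can give, adjusted p = 0.0476 over 5 lists). For the IL-2-STAT5 list p was 0.343 in this test. This test treats the differences of both states as independent, although each number gives 1 in either state. If the numbers pair the cultures, its p ignores part of that pairing, so it does not decide for the first 3 lists. The pairing itself is known from the data only.

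The largest of these differences, in the ribosome list, was examined further. It was at least 0.478 under RLE (0.618), upper-quartile factors (0.615), summed counts (0.658) and log2(FPKM + 1), the lowest, so normalization is not its source. Random lists matched on length, GC content and expression had median differences between 3.89e-05 and 0.0893 in 95% of 10000 draws, and 0.16 at most. With every library thinned it was 0.651. A few genes taking most of the counts would shift all genes alike, and the median over all genes was 0.0792 with summed counts. These values argue against the technical explanations as a whole cause. With the numbers left out of account, the strict exact test leaves chance differences between cultures open (exact p = 0.187). The test between cultures with the same number (exact p = 0.0286) treats the differences of both states as independent. It therefore cannot settle this if the numbers pair the cultures. A dependence of the PGE_2_ effect on stimulation stays open.

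In 5 groups of 4, a single library stood apart from the other 3. On the log2 CPM scale, *Klf4* was 0.83 in stimulated untreated replicate 4 (others 0.37 to 0.43) and 1.54 in stimulated PGE_2_ replicate 4 (others 0.93 to 0.99). *Il2rb* was 10.6 in unstimulated PGE_2_ replicate 1 (others 10.51 to 10.52), *Tmem163* 1.49 in unstimulated untreated replicate 4 (others 1.97 to 2.01) and *Dctd* 2.02 in unstimulated PGE_2_ replicate 4 (others at most 1.13). Of 215 groups tested, chance marks 10.8 on average and up to 16 at the 95th percentile, or about 5%, so 5 are no more than chance gives. No biological explanation was tested, since the design gives none for a single replicate.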

How the results depend on the processing

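Chosen only after the results were seen were DESeq2 on all 16 samples, DESeq2 with the replicate block, fry and the estimated correlation together with the replicate block, and both of these on the Reactome sets. Under all other alternatives, 331 values were recomputed for the counts, lists, components, slope and share. Of these, 277 kept their direction and their side of the threshold or stayed close to the reported value, 16 lost the threshold, 1 gained it, 1 changed direction and 36 moved. A count was taken to move beyond 1.5 times, and a value without a test beyond its jackknife standard error over the 16 samples. For the named genes, 2141 of 2278 values kept direction and side, 67 lost the threshold, 18 gained it and 52 changed direction. Unless the construction of an alternative gives it, the cause of a change was not tested.

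Counts are given in the order PGE_2_ in stimulated cells, PGE_2_ in unstimulated cells, stimulation without PGE_2_, stimulation with PGE_2_ and interaction. On log2(FPKM + 1) values with limma they were 62, 116, 1605, 1583 and 8. Without the filter on FPKM they were 49, 113, 1612, 1604 and 6. With a pseudocount of 0.1 the first, second and last were 110, 237 and 17. Part of this follows from the pseudocount, which shrinks the fold changes of genes with low values. Without the fold change threshold the counts were 1370, 4122, 9440, 9309 and 113, by construction. Against a fold change of 1.5, glmTreat called 102 genes for PGE_2_ in stimulated cells. For the interaction it called 0, where edgeR's test had 1415 genes at an unadjusted p below 0.05. DESeq2 called 53 genes for the interaction and, in the fit with the replicate block, 67. With the replicate block in edgeR the interaction had 60 genes. In all other counts, these settings and RLE factors, upper-quartile factors, no filter, at least 10 counts in every sample and 1 fit of all 16 samples stayed within 1.5 times of the reported count.

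With each replicate left out in turn, the counts lay between 166 and 359, 448 and 556, 3188 and 3658, 2950 and 3631, and, for the interaction, between 18 (without unstimulated untreated replicate 2) and 72 (without stimulated PGE_2_ replicate 4). The interaction also moved beyond 1.5 times without unstimulated untreated replicate 1 (23), unstimulated PGE_2_ replicate 3 (20), stimulated untreated replicates 1 and 3 (22 each) and stimulated PGE_2_ replicate 2 (20).

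Among the lists in stimulated cells, IL-2-STAT5 (median −0.222) lost the threshold with fry (adjusted p = 0.110) and the estimated correlation (0.355), and with the replicate block (median −0.242) with fry (0.132) and the estimated correlation (0.492). The ribosome list (−0.341) lost it with fry (0.130) and the estimated correlation (0.355), and with the block (−0.367) with the estimated correlation (0.374). The cAMP-CREB list (0.0643) lost it with the estimated correlation (0.261), in fgsea (normalized enrichment score 1.35, adjusted p = 0.107), on FPKM values (0.0372, adjusted p = 0.0803), and with the block (0.0605) with camera (0.0676), fry (0.124) and the estimated correlation (0.492). Its median ranged from 0.0265 without PGE_2_-treated replicate 1 (camera adjusted p = 0.161) to 0.0962. With the block and the estimated correlation, the mTORC1 (−0.283, adjusted p = 0.162) and quiescence lists (0.331, adjusted p = 0.150) lost it too.

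In unstimulated cells, the quiescence list (median 0.150) lost the threshold with fry (adjusted p = 0.144), the estimated correlation (0.596), fgsea (normalized enrichment score 0.984, adjusted p = 0.476) and the block with the estimated correlation (0.151, adjusted p = 0.0947). Its median ranged from 0.119 to 0.198 without 1 replicate, and camera's adjusted p rose to 0.0719 without untreated replicate 4 (0.119) and 0.0750 without PGE_2_-treated replicate 1 (0.126). The estimated correlation also took the mTORC1 (−0.310, adjusted p = 0.188) and cAMP-CREB lists (0.404, adjusted p = 0.101) out of the called lists, as it did with the block (−0.312 and 0.454, adjusted p = 0.0947 for both) and for the ribosome list with the block (−0.975, adjusted p = 0.0864). The IL-2-STAT5 list, not past the threshold with camera, was past it in fgsea (normalized enrichment score −1.51, adjusted p = 0.0245) and with fry and the block (−0.0995, adjusted p = 0.0443). Its median lay between −0.158 and −0.0312 without 1 replicate, and without untreated replicate 4 camera placed it on the other side (adjusted p = 0.964).

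PC1 held 67.7% of the variance over all filtered genes, 89.0% on log2(FPKM + 1), 83.4% on log2(FPKM + 0.1) and 76.5% over the genes that DESeq2 called. PC2 held 5.06% on log2(FPKM + 1). The share of DEGs of stimulated cells with the same direction in unstimulated cells was 94.7% with DESeq2 and 96.7% with the replicate block. Apart from the interaction count, the cAMP-CREB list of stimulated cells, this share and the interactions of *Mycn* and *Fgfr1*, which it brought past the threshold, and apart from the list calls under fry and the estimated correlation given above, the replicate block changed no list call and no DEG call of a named gene. Over all genes it called 349 DEGs by PGE_2_ in stimulated and 560 in unstimulated cells, against 243 and 490, and it brought the adjusted p of several named genes below 0.05 at a fold change under the threshold, such as that of *Cd44* (0.00029) and *Klf4* (0.0125) in stimulated cells.

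Genes whose direction changed had values near 0 or low counts. *Epcam* in unstimulated cells had 0.0086 with DESeq2, 0.0085 with RLE and −0.15 to 0.12 without 1 replicate. Without 1 replicate, *Ptger1* ranged from −0.10 to 0.27 in stimulated and from −0.22 to 0.060 in unstimulated cells, and in unstimulated cells *Mycn* ranged from −0.12 to 0.22, *Tcf7* from −0.10 to 0.16 and *Cd44* from −0.035 to 0.15. Interactions on log2(FPKM + 1) were −1.106 for *Il2*, −1.97 for *Ccl1* (limma adjusted p = 0.0128), 0.029 for *Igfbp4*, −1.56 for *Il13* (limma adjusted p = 0.0344) and 0.00089 for *Cxcr6*, which with the replicate block had 0.0038. Only those of *Ccl1* and *Il13* had an adjusted p below 0.05 on either side, and there the pseudocount weighs on unstimulated groups with few counts. Without 1 replicate, interactions ranged from −0.13 to 0.098 for *Cxcr6*, −0.055 to 0.60 for *Ccl1*, −0.087 to 0.11 for *Igfbp4*, −0.46 to 1.105 for *Il13*, −0.00088 to 0.41 for *Ptger1*, −0.25 to 0.24 for *Gzmb*, −0.12 to 0.21 for *Aqp9*, −0.085 to 0.39 for *Zfp683* and −0.68 to 0.60 for *Scin*.

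Depth limits the statements on genes with few counts. *Ptger3* had 0 to 31 counts per sample and was not tested, *Il13* and *Tcam1* were not tested in unstimulated cells, and *Klf4* had 17 to 176 counts per sample.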

Differences from the paper's values

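The values here come from tests and alternatives set before the data were examined, except DESeq2 with the replicate block and DESeq2 on all 16 samples, which were chosen only after the result was seen.

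The paper reports 294 DEGs after PGE_2_ exposure of stimulated cells, and edgeR called 243 here, less than 1.5 times fewer. DESeq2, the tool of the paper, called 303, edgeR without a filter 283, the fit of all 16 samples 333 and the fit with the replicate block 349. DESeq2 with the replicate block called 269 and DESeq2 on all 16 samples 313, and these fits were chosen after seeing the values. Counts that differed from the paper's 294 by more than 1.5 times were 62, 110 and 49 on FPKM values, 187 with at least 10 counts in every sample, 102 in the test against a fold change of 1.5 and 1370 without a fold change threshold. So did the counts without untreated replicates 1 (180) and 2 (166) and without PGE_2_-treated replicates 3 (169) and 4 (180).

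Of the genes that the paper names or labels as changed by PGE_2_ in stimulated cells, all 13 had the direction that the paper gives, 12 had an adjusted p below 0.05 in edgeR's test and 10 were also past the fold change threshold. The paper presents *Klf4* among the increased transcripts. Here its log2 fold change was 0.63 with an edgeR adjusted p of 0.102, which ranged from 0.0125 with the replicate block to 0.251 over the alternatives and the fits without a replicate, and it was a DEG under none of them. *Fosl2*, also named as increased, rose 1.65-fold (edgeR adjusted p = 0.00253) and was a DEG under none of them either. *Tnfsf9*, labelled in Fig. 3g, had a log2 fold change of −0.99, just inside the threshold. It was called by DESeq2 (−1.01) and without untreated replicates 3 (−1.01) and 4 (−1.09) or PGE_2_-treated replicate 3 (−1.04).

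The paper marks the mTORC1 and IL-2-STAT5 hallmark sets as lower in Fig. 3h. The hand-written lists, which hold other genes, had the same direction in stimulated cells. The IL-2-STAT5 list (median log2 fold change −0.22) was past the threshold with camera's preset correlation and in fgsea, but not with fry (adjusted p = 0.110) or an estimated correlation (adjusted p = 0.355).

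Read by eye, Fig. 3g has about 200 higher and about 96 lower DEGs, against 167 and 76 here. The components of Fig. 3f hold about 80% and about 8.3% of the variance, against 79.7% and 8.05% here.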

Other observations

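Tests chosen only after the result was seen are all counts of other splits for the 5 gene lists, those on batch or culture, on contact with the beads and on an activation programme, and the marker genes quoted singly.

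The RNA of the IL-2 receptor gamma chain was not past the threshold in stimulated cells. *Il2rg* had 380.0 ± 41.0 CPM without and 356 ± 23.1 CPM with PGE_2_ (log2 fold change −0.097, SE 0.0759, edgeR adjusted p = 0.423). In unstimulated cells it fell from 295 ± 11.2 to 264.5 ± 7.94 CPM (log2 fold change −0.18, SE 0.0518, edgeR adjusted p = 0.0207), without overlap. Its adjusted p in unstimulated cells rose to 0.109 and 0.0526 without untreated replicates 2 and 3, and to 0.0751 and 0.0546 without PGE_2_-treated replicates 2 and 4. The interaction was 0.099 (edgeR adjusted p = 0.870). The gene *Gm20489* on the same strand shares 30.5% of its exon bases and had 0.0154 CPM. Of the 5 receptor genes, *Il7r* was higher in stimulated cells (0.85, edgeR adjusted p = 0.0268), and a DEG without untreated replicate 4 (1.00). Its adjusted p rose to 0.0640, 0.0901 and 0.0629 without untreated replicates 1, 2 and 3, to 0.0817 without PGE_2_-treated replicate 3 and to 0.06 without PGE_2_-treated replicate 4. *Il2rb* (0.29), *Il2ra* (−0.19) and *Il15ra* (−0.11) had edgeR adjusted p of 0.0543, 0.325 and 0.606. For *Il2rb* it was 0.0104 with DESeq2, 0.00242 with the replicate block, 0.0115 in the fit of all 16 samples, 0.0415 on log2(FPKM + 1) values with limma and 0.0327 without untreated replicate 4. In stimulated cells 1 of the 5 passed the adjusted p threshold over all genes and 2 when adjusted over the list alone, and in unstimulated cells 3 and 4.

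Of the PGE_2_ receptors, *Ptger4* was lower with PGE_2_ in stimulated (−0.90, edgeR adjusted p = 0.00455) and unstimulated cells (−0.57, edgeR adjusted p = 0.000101). It was a DEG of stimulated cells without PGE_2_-treated replicate 1 (−1.02). *Ptger1* had a mean of at most 2.21 CPM in any group, and its value is uncertain. In stimulated cells, 2 of 3 tested receptor genes passed the threshold over all genes and also adjusted over the list alone. *Ttc33*, with 27.0 CPM, lies opposite 1.23% of the exon bases of *Ptger4*, and a gene of 0.00357 CPM opposite 15.3%.

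Among the 10 markers of T cell state, 4 passed the threshold in stimulated cells, both over all genes and adjusted over the list alone. *Gzmb* fell from 5236 ± 172 to 2801 ± 188 CPM (log2 fold change −0.91, SE 0.0684, edgeR adjusted p = 0.000109) and *Havcr2* by 0.90 (edgeR adjusted p = 0.0155), while *Tcf7* rose by 0.41 (edgeR adjusted p = 0.0317). *Havcr2* was a DEG without PGE_2_-treated replicate 2 (−1.05), and its adjusted p rose to 0.0579 without untreated replicate 2 and 0.0545 without PGE_2_-treated replicate 3. That of *Tcf7* rose to 0.0713, 0.102, 0.0555 and 0.0539 without untreated replicates 1, 2, 3 and 4, to 0.0969 and 0.0685 without PGE_2_-treated replicates 3 and 4, and to 0.0844 in the fit of all 16 samples. *Pdcd1* changed by −0.19 in stimulated cells (edgeR adjusted p = 0.259) and rose by 1.58 in unstimulated cells (edgeR adjusted p = 0.00378).

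In unstimulated cells, the largest rises among DEGs with a mean of at least 1 CPM and no overlap were those of *Myof* (log2 fold change 4.41), *Ramp3* (4.21), *Eml1* (4.21), *Sgip1* (3.67) and *Ypel4* (2.79). The largest falls were those of *Aqp9* (−2.69), *Zfp683* (−2.56), *Car12* (−2.19), *Igfbp4* (−2.19) and *Tmem163* (−2.16). *Mgat5*, with 32.4 CPM against 2.03 CPM of *Tmem163*, lies opposite 3.54% of the exon bases of *Tmem163*, whose value is uncertain.

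The gene lists were also tested for PGE_2_ in unstimulated cells. With camera, the ribosome list had a median of −0.97 (adjusted p = 1.78e-68), with 44 of 44 genes past the threshold both over all genes and adjusted over the list alone, and it also passed with fry (adjusted p = 5.18e-05) and the estimated correlation (adjusted p = 0.0262). The mTORC1 list had −0.31 (camera adjusted p = 6.28e-09), the cAMP-CREB list 0.40 (camera adjusted p = 5.11e-05), and both passed with fry (adjusted p = 0.00265). The median of the cAMP-CREB list was 0.24 without untreated replicate 1 and 0.25 without PGE_2_-treated replicate 4. The quiescence list had 0.15 (camera adjusted p = 0.0102), which was lost without untreated replicate 4 (0.119) or PGE_2_-treated replicate 1 (0.126), and the IL-2-STAT5 list −0.10 (camera adjusted p = 0.461).

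For each list and state, the median was compared with those of the 35 splits of the 8 samples into 4 and 4, the real one included. In stimulated cells, 1 split, the real one, was as far from 0 for the IL-2-STAT5, mTORC1 and quiescence lists, the fewest there can be. This argues against chance for each median taken alone. It does not exclude chance over all lists and both states. There, the mTORC1 and quiescence scores had an adjusted p of 0.0572 (two-sided exact permutation test). The IL-2-STAT5 score, however, overlapped between the groups (two-sided exact permutation test, p = 0.0857), so chance stays open for that list. For the ribosome list 5 splits were as far and for the cAMP-CREB list 9, and these counts do not exclude chance. In unstimulated cells 1 split was as far for the mTORC1, cAMP-CREB and ribosome lists. Their scores also had an adjusted p of 0.0572 in the exact permutation test. The count was 7 for the quiescence and 11 for the IL-2-STAT5 list, which does not exclude chance. These counts leave the replicate numbers out of account. Among the 8 splits that part all 4 pairs of the same number, the real median was the farthest from 0 for each list in both states, except for the cAMP-CREB list in stimulated cells, where 3 were as far. The smallest share these splits can give is 1 of 8, or 0.125, so they cannot decide. This concerns the ribosome list in stimulated cells and the quiescence and IL-2-STAT5 lists in unstimulated cells. There, the other splits as far from 0 all kept some pairs together. In this order, the scores differed between cultures of the same number by −0.524 to −0.214, 0.118 to 0.162 and −0.17 to −0.0508. These differences had 1 sign in all 4 pairs. Even if the numbers pair the cultures, 4 pairs of 1 sign are too few to decide, as with those splits. In unstimulated cells, fry with the replicate block called the IL-2-STAT5 list, while the estimated correlation with the block did not. For DEGs by stimulation, no other split gave as many with or without PGE_2_ (1 of 35 each).

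Over 3772 genes changed by stimulation with or without PGE_2_, the response with PGE_2_ had a slope of 0.970 on that without (0.921 to 1.02 without 1 replicate), with r = 0.958 across genes, which are not independent replicates. The median difference, with minus without PGE_2_, was 0.23 over these called genes, against 0.051 over all 15096 genes of the interaction fit, so the larger value belongs to the chosen genes. Of these, 99.4% had the same sign. Among genes that fell, 80.3% changed more without PGE_2_, and among genes that rose 28.6%.

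Each sample was projected on the mean stimulation response, in which untreated unstimulated cells average 0 by construction. Stimulated cells were at 0.769 ± 0.145 with and 0.967 ± 0.0828 without PGE_2_, a difference of −0.198 with overlapping groups (two-sided exact permutation test, p = 0.0571, adjusted p = 0.0571 over 2 tests), and lower in 4 of 4 pairs of the same number. Unstimulated cells differed by −0.204, without overlap (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0571). Uneven contact with the beads cannot account for the shift in cells without beads (−0.204), which argues against it as the only source. With every library thinned, the difference in stimulated cells was −0.197, which argues against library size. Whether PGE_2_ lowers an activation programme with or without the beads stays open, because the only value that bears on it is the shift in unstimulated cells from which the idea came (exact p = 0.0286). The distance that stimulation added was 0.967 without and 0.973 with PGE_2_.

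Of the DEGs of stimulated cells, 99.5% of those tested in both states had the same direction in unstimulated cells (96.8% to 99.4% without 1 replicate), with r = 0.912 across genes. All 99 DEGs of both states had the same sign. Of 430 DEGs of unstimulated cells tested in stimulated cells, 416 (96.7%) had the same direction there. The comparisons share no library.

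Replicates with the same number deviated together, with a mean correlation across genes of 0.263. It was 0.243 with every library thinned and 0.260 after removing the mean of each sample in 100 bins of length and GC content, which argues against library size, length and GC content. A shared preparation batch and a shared culture of origin cannot be told apart (0.263), because the paper's text and the labels do not say what a number stands for. Reads from another cell type also stay open. The criterion set for them, a marker list above 1000 CPM in a sample that follows the numbers, was met by the CD4+ T cell list, with 397 to 1312 CPM and 14 of 16 pairs of the same number deviating the same way. *Ctla4*, at 905 CPM, carries this sum and is also on the IL-2-STAT5 list and expressed by activated CD8+ T cells, while *Cd4* had at most 1.95 CPM, so the test does not separate the explanations. The B cell list reached 246 to 844 CPM, of which *Ighm* had 464 CPM on average, against 1.74 CPM for *Cd79a*. The myeloid list was at most 7.25 CPM, the NK list 0.772 CPM and the erythroid list 0.834 CPM.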
